# Integrated analysis of genetic, behavioral, and biochemical data implicates neural stem cell-induced changes in immunity, neurotransmission and mitochondrial function in Dementia with Lewy Body mice

**DOI:** 10.1186/s40478-017-0421-0

**Published:** 2017-03-10

**Authors:** Anita Lakatos, Natalie R. S. Goldberg, Mathew Blurton-Jones

**Keywords:** Synuclein, Neural stem cells, Transplantation, Dopamine, Lysosome, Autophagy, Genomics, Glutamate, Memory

## Abstract

We previously demonstrated that transplantation of murine neural stem cells (NSCs) can improve motor and cognitive function in a transgenic model of Dementia with Lewy Bodies (DLB). These benefits occurred without changes in human α-synuclein pathology and were mediated in part by stem cell-induced elevation of brain–derived neurotrophic factor (BDNF). However, instrastriatal NSC transplantation likely alters the brain microenvironment via multiple mechanisms that may synergize to promote cognitive and motor recovery. The underlying neurobiology that mediates such restoration no doubt involves numerous genes acting in concert to modulate signaling within and between host brain cells and transplanted NSCs. In order to identify functionally connected gene networks and additional mechanisms that may contribute to stem cell-induced benefits, we performed weighted gene co-expression network analysis (WGCNA) on striatal tissue isolated from NSC- and vehicle-injected wild-type and DLB mice. Combining continuous behavioral and biochemical data with genome wide expression via network analysis proved to be a powerful approach; revealing significant alterations in immune response, neurotransmission, and mitochondria function. Taken together, these data shed further light on the gene network and biological processes that underlie the therapeutic effects of NSC transplantation on α-synuclein induced cognitive and motor impairments, thereby highlighting additional therapeutic targets for synucleinopathies.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s40478-017-0421-0) contains supplementary material, which is available to authorized users.

## Introduction

For the great majority of neurodegenerative diseases, neuronal damage and loss occur long before clinical symptoms first become apparent [79, 102]. Likely for this reason therapies designed to target upstream pathological initiators of disease have thus far failed in clinical trials of symptomatic patients [30, 90] In contrast, the emerging field of stem cell transplantation may offer a potentially powerful approach to restore some aspects of brain function that have previously been lost [66]. Neural stem cells (NSCs) in particular have the potential to develop into the three principle cell-types of the brain; neurons, astrocytes, and oligodendrocytes, and can also renew themselves through asymmetrical cell division [92]. Although great progress has been made toward our understanding of NSCs and their potential application in Central Nervous System (CNS) disorders, much still needs to be determined regarding the biology of these cells and their complex interactions with endogenous host tissue and disease pathology in order to maximize therapeutic benefits [2, 15, 23, 24, 40, 41, 63, 96].

We previously examined the effects of haplotype-matched murine NSC transplantation in a transgenic model of Dementia with Lewy Bodies (DLB) that overexpresses wild-type human α-synuclein (ASO mice) [41]. Interestingly, we found that NSCs could significantly improve both motor and cognitive function 1 month after transplantation into the striata of aged ASO mice. These benefits, however, were not accompanied by any changes in Lewy body-like α-synuclein inclusions. Instead, behavioral recovery was associated with significant increases in brain–derived neurotrophic factor (BDNF), tyrosine hydroxylase activity, and glutamate type I transporter (GLT-1). Furthermore, reduction of BDNF within NSCs prevented the cognitive and motor benefits of transplantation, suggesting that neurotrophic effects of NSCs played a principal role in recovery. However, in a complementary approach, we found that viral delivery of BDNF alone only partially mimicked the effects of NSC transplantation; improving motor function but failing to significantly improve cognition [41]. Thus, we concluded that NSCs likely influence a broader set of mechanisms to affect host neuronal function and behavior. In order to identify these other potential regulatory networks involved in NSC-induced functional recovery, we have now examined whole genome gene expression in striatal samples isolated from these same mice [41].

Network analysis, a quasi-dynamic modelling of transcriptomics, offers a powerful approach to gain insight into the biological mechanisms of disease and treatment related recovery [3, 58, 70, 73, 74, 103, 112]. Combining this genomic network approach with quantitative phenotype-based analysis can in turn help to unravel the complexity of neurodegenerative diseases with considerable statistical power [45, 83]. Therefore, we implemented a systems biology approach [80] that combines quantitative phenotypes with genome wide gene expression in a network analysis to gain further insight into the mechanisms that underlie stem cell-mediated functional recovery. First, we constructed potential regulatory networks using weighted gene co-expression network analysis (WCGNA), and subsequently integrated these networks with continuous disease-related quantitative behavioral and biomarker measurements. Using this approach, we successfully identified several candidate gene networks and corresponding biological mechanisms relevant to DLB disease states and NSC engraftment. Our findings indicate that NSC transplantation robustly modifies multisystem neurotransmission, mitochondrial and lysosomal function, and immune responses in close association with improved cognitive and motor function. These results therefore greatly enhance our understanding of the mechanisms by which neural stem cell transplantation modulates neuronal and behavioral function, and point toward new disease- and recovery-associated networks that warrant further consideration.

## Materials and methods

### Animals, stem cell transplantation, and behavioral tasks

All aspects of the animal genetic background, stem cell engraftment, behavioral tasks and the biomarker biochemical assays are detailed in Goldberg et al. [41]. Briefly, all animal experiments were performed in strict accordance with the University of California, Irvine animal use regulations and the NIH guide for the Care and Use of Laboratory Animals. Age- and sex-matched transgenic mice over-expressing human wild-type α-synuclein (PDGF-β-ASO line D, ASO) and wild-type littermates maintained on a congenic C57B6/J background were examined. Hippocampal/cortical GFP-expressing mouse neural stem cells (NSCs) were microdissected from syngeneic GFP-transgenic mice at postnatal day 1, grown as adherent monolayers, and transplanted at passage 15 as previously described [15, 75]. NSCs remained on ice for the duration of the transplantation procedure and retained 89–94% viability as assessed by trypan-blue exclusion of remaining cells following transplantation [41]. Wild-type (WT) and transgenic littermates (ASO) were randomly divided into groups and received intrastriatal injections of either saline (Veh) or 100,000 haplotype-matched NSCs and WT and ASO transplants were alternated to avoid any potential confounding effect of transplantation time. The combination of genotype and treatment resulted in four experimental groups: WT-Veh, WT-NSC, ASO-Veh, ASO-NSC**.** All behavioral tasks were performed and analyzed by a researcher blinded to genotype and treatment began 30 days after NSC transplantation; and followed standard protocols to perform Novel Object Recognition (NOR), Novel Place Recognition (NPR), Rotarod, and Beam Transversal tasks [5, 6, 11, 71]. Following behavioral assessment, mice were sacrificed by transcardial perfusion with 0.01 M phosphate buffered saline and then brains were hemisected to provide tissue for histological, biochemical, and RNA analyses.

### RNA extraction and biochemical analyses

For biochemical and gene expression analyses, brains were flash frozen immediately following dissection and maintained in a semi-frozen state using dry ice chips during microdissection of the dorsal striatum and all dissections were performed within 1 min/brain. Tissue was then processed to isolate both mRNA and protein via TRIzol® using the manufacture’s guidelines (Life Technologies, Inc., Carlsbad CA). RNA quality control analyses were performed by the University of California, Irvine Genomics High-Throughput Facility at the Chao Family Comprehensive Cancer Center and included assessment of RNA concentration, 260/280 and 260/230 ratios and calculation of RNA integrity number (RIN) (Additional file 1). Five mice per group with the highest quality RNA (RIN>9) were analyzed for the current gene expression study. Protein concentrations were determined by Bradford assay and normalized samples compared by SDS-PAGE Western blot. Antibodies were used to detect mature and proBDNF (Santa Cruz Biotech #sc-546), phosphorylated Tyroxine Hydroxylase (pSer31TH, Cell Signaling, #3370), and Glial High Affinity Glutamate Transporter (GLT-1, *Slc1a2,* Abcam, #ab106289*)* as detailed in Goldberg et al. [41]*.* Relative signal intensity of grayscale images was then quantified by ImageJ software and once all values were obtained sample identification was decoded. The behavioral and biomarkers measurements described above and detailed in [41] were then used as quantitative phenotypes in the WGCNA. Additional file 2: Figure S1 summarizes the experimental design.

### Affymetrix gene array processing

All animals were sacrificed and total RNA extracted from microdissected striatum as described above. Sample purity and concentration were verified by Bioanalyzer (Agilent). All 20 RNA samples were processed on a GeneChip® Mouse Gene 2.0 ST Array (Affymetrix, Santa Clara, CA) by the UCI Genomics High-Throughput Facility following the manufacture’s guidelines. All CEL files were subjected to background correction, normalization and ‘core’ summarization using the robust multiarray analysis (RMA) algorithm implemented in Bioconductor package “oligo 1.34.2”. All probes were mapped to genes based on Bioconductor package “mogene20sttranscriptcluster.db 8.4.0”. After initial quality control (QC) analysis including RNA degradation assessment (Additional file 2: Figure S2) and clustering (Additional file 2: Figure S3), one sample was marked as an outlier and omitted from subsequent analyses. Then, array probes were filtered” for unique Entrez IDs and the most variable genes across samples by applying the interquartile range (IQR) variance filter implemented in Bioconductor package “genefilter 1.52.1. Subsequently, 50% of genes were filtered out from the original dataset leaving approximately 12,300 most variable genes for downstream analysis (detailed parameters can be found in Additional file 3). To control for potential confounding effects, all samples were adjusted for sex and litter effect by using the SampleNetwork1.07 tool [77] prior to gene network construction (Additional file 2: Figure S3.C and D).

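Vehicle mice came from litters 1, 3 and 5 and NSC mice from litters 3, 4 and 6. Only litter 3 held both treatments, with the ASO-Veh mice 46 and 47 and the WT-NSC mouse 53, so any comparison of NSC with vehicle mice inside litters rests on 1 NSC array. Xist, the RNA that silences an X chromosome in female cells, lay between 5.37 and 6.1 log2 units in 7 arrays and between 11.73 and 12.2 in the others. Kdm5d, a gene of the Y chromosome, was high in those 7 arrays and near the level of absent genes elsewhere. The sex labels name 10 mice as male, and Xist and the Y-linked genes Kdm5d, Uty and Eif2s3y differed from the label in 5 arrays. ASO-Veh mouse 45, WT-NSC mouse 54 and WT-Veh mice 61 and 62 are labelled male and showed the female pattern, and ASO-Veh mouse 47 is labelled female and showed the male pattern. These 5 arrays were left out, or their sex was taken from the genes, in alternatives that were chosen after the data were seen.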

### Weighted gene correlation network analysis (WGCNA)

WGCNA (package version 1.51) implemented in R tool (version 3.2.3) was performed on all samples that passed QC using standard methods [58]. The function “blockwiseModules” was used as described in [76] to assign each gene to a “signed” network (module) with the following parameters; softPower “20”, corType “bicor”, deepSplit “4”, minModuleSize “50”, minKMEtoStay “0”, mergeCutHeight “0.25”, “detectCutHeight “0.99995” (code for module construction can be found in Additional file 3). Then, gene expression was summarized into module eigengene (ME) as the first principal component (PC) of the entire module gene expression. Consequently, the module specific PCs were correlated by using the “bi-weight mid-correlation” (bicor) method with continuous measurements of behavioral phenotypes and biomarkers. A correlation was considered significant at *p* < 0.05 with absolute correlation >0.5. The result of analysis was visualized by “ggplot2” [49], “ggtree” [109] and “circos plot” [55]. For each gene, intramodular connectivity (module membership) often referred to as “node degree” was computed to determine genes with the most numerous connections called “hub” genes for each module [58, 59]. Gephi [8], Igraph [28], RedeR [22] tools were used to depict the relationship between hub genes in some of the modules. Potential important genes were selected by plotting the absolute values of the computed intramodular connectivity and the gene significance determined by the strength of correlation to the phenotype of interest. Genes that scored high on both scales were designated to be candidate genes for stem cell treatment related biological mechanisms.

### Gene Set enrichment analysis (GSE)

To determine whether a set of genes was differentially expressed between two conditions based on a non-parametric (Kolmogorov-Smirnov) statistical modeling, we utilized Gene Set Enrichment Analysis (GSE) [94]. We used this approach to assess whether a module as a whole was significantly down- or up-regulated in one experimental condition versus the other. Thus, each module was transformed into a geneset and tested with the stand-alone version of the GSEA tool [93]. At first, all modules were examined by contrasting ASO-NSC versus ASO-Veh conditions. Subsequent experiments tested all modules in additional 4 comparisons: ASO-NSC versus WT-Veh, WT-NSC versus WT-Veh, ASO-Veh versus WT-Veh and ASO-NSC versus WT-NSC. The results were considered significant at an FDR q-value < 0.05. (The result is summarized in Additional file 4 and GSEA parameters are included in Additional file 3). The altered modules and pathways in comparison between ASO-NSC versus WT-Veh, ASO-NSC versus WT-NSC and ASO-Veh versus ASO-NSC are summarized in Additional file 5.

### *In silico* functional annotation

Biological relevance of each module was tested by performing serial gene enrichment analyses. All tools were based on either hypergeometric test, Fisher’s exact test or a combined score test. At first, we identified modules with cell type specific expression patterns by using the Specific Expression Analysis (SEA) online tool [108]. To determine whether modules corresponded to particular subcellular components, we mined the subcellular organelle database OrganelleDB [105]. We also assed the exosomal content of each module with the FunRich tool [81], exploiting the Extracellular Vesicles database [52]. Next, we performed gene ontology and pathway analysis using a web based tool, Enrichr [56], as well as ClueGo and CluePedia [14] implemented in Cytoscape and supplemented with enrichment analysis in WGCNA. Complementary to these analyses, our functional interpretation of gene modules exploited several biological databases, including the Barres RNAseq database [110] and Innate Database [18]. Additional file 2: Figure S1B outlines the network analysis and annotation workflow.

## Results

We previously demonstrated that transplantation of murine NSCs leads to significant improvements in both motor and cognitive function in a transgenic model of DLB [41]. In addition, we found that these improvements correlated with altered dopaminergic and glutamatergic signaling and were driven in part by increases in mature BDNF protein. In the current study, we aimed to build upon these findings to identify and better understand the molecular and transcriptional changes that underlie these improvements. We therefore applied a co-expression network analysis in which we combined quantitative measurements of behavioral tasks and biomarker proteins with genome wide gene expression. This approach served two main purposes: 1) to lend considerable statistical power to interpreting associations between genomic and phenotypic quantitative measurements; and 2) identify tightly correlated gene networks that may reveal cell and tissue specific biological mechanisms through co-expression analysis.

### WGCNA analysis reveals 11 gene modules associated with phenotypic traits

We collected RNA from mouse striatum from 4 treatment groups (*n* = 5) and obtained high-throughput gene expression profiles on an Affymetrix microarray. 

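Each array measured the dorsal striatum of 1 mouse, and no RNA was pooled. ASO mice over-express human wild-type α-synuclein, the protein that aggregates in Lewy bodies, and WT mice are their littermates, all labelled 12 months of age. NSC mice had received 100000 GFP-expressing mouse neural stem cells in the striatum and vehicle (Veh) mice had received saline, and behavioral tests began 30 days later. RNA integrity numbers ran from 9.2 to 9.7. RNA concentrations were higher in every WT-NSC mouse than in every WT-Veh mouse. They overlapped between ASO-NSC and ASO-Veh mice, with none given for ASO-Veh mouse 42. The A260/A230 ratio, a measure of RNA purity, was lower in all WT-Veh mice but mouse 64 than in every WT-NSC mouse. Neither measure was in any fit. The deposited table holds log2 intensities of transcript clusters, which the authors corrected for background, normalized across arrays and summarized with RMA. Array medians lay between 6.168 and 6.281, and each array had a mean correlation of at least 0.9825 with the others. Of the transcript clusters, 23521 carried a single gene symbol, and 22180 genes were tested. The levels in the 4 groups were compared gene by gene with limma on the 19 arrays of the network in the paper, 4 of them ASO-NSC and 5 in each other group, with the labelled sex in the design. All tests were two-sided unless stated, and p-values were adjusted by the Benjamini-Hochberg method over the 22180 genes. A total of 42 gene lists, such as interferon genes or markers of a cell type, were tested with camera at a preset correlation of 0.01, adjusted over all lists and comparisons. Array intensities carry no read depth, so their number limits the precision.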

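Standardized connectivity (Z.K) scores how closely the profile of an array follows those of all other arrays. Over the 11090 more variable genes, ASO-NSC mouse 59 had the lowest Z.K of the 20 arrays, at -2.12, followed by WT-Veh mouse 62 at -1.98, and no array lay below the limit of -2.5. In ASO-NSC mouse 59, the interferon-induced chemokine Cxcl10 was at 6.14 log2 units and Gfap, the intermediate filament of astrocytes, at 10.03. Mean adjacency between arrays was 0.986. Over all genes with a symbol, the Z.K of mouse 59 was -2.55, which is below the limit. After sex and litter were removed, its Z.K was -0.51, the seventh lowest, and WT-NSC mouse 54 was lowest at -1.77.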

Following microarray processing, 19 of 20 transcriptomes passed quality control and were subjected to network analysis implemented in WGCNA [58]. In an unsupervised manner, all transcriptomes were initially combined and partitioned into correlated gene sets called transcription modules. Approximately 12,000 variable genes with Entrez IDs yielded 24 sets of tightly correlated modules (Additional file 2: Figure S4). 

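The more variable 50 percent of genes by interquartile range comprised 11090 genes. Of the 1848 genes of M1, 1609 were measured, and 968 of these were among the more variable genes. For M2 the numbers were 1499, 1265 and 864. M2 genes were dim, with a median level of 5.54 log2 units and 35.3 percent of members under 5, against 6.78 units and 16.2 percent for M1. M4, which includes Adcy5, was bright at 9.22 units. The member lists of the smaller modules were held in part, with 473 measured genes for M3, and with 217 of 300 genes for M4, 60 of 65 for M10, 46 of 63 for M11, 46 of 50 for M13, 37 of 45 for M15, 35 of 42 for M16, 37 of 41 for M17 and 11 of 39 for M18, and the values given for these modules cover the held and measured genes only.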

The overall gene expression of each module was then collapsed into the first principal component of gene expression variance called the “module eigengene” (ME). In a subsequent analysis, MEs were used to measure the strength of correlation between 24 modules and quantitative phenotypes (Additional file 2: Figure S5). Thirty one correlations from a total of 192 passed the statistical threshold of *p* < 0.05 and exhibited correlations less than *r* < −0.5 or larger than *r* > 0.5 with one or more behavioral tasks or biomarkers, yielding 13 significant modules of the initial 24 (Fig. 1a, Additional file 6). Since the network construction and correlational analysis were conducted in a blinded manner, we first performed gene set enrichment analysis (GSEA) to specifically address whether the modules were differentially expressed in ASO mice in response to Vehicle or NSC treatment. 

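Cxcl10, an interferon-induced chemokine that attracts T cells, was higher in ASO-NSC than in ASO-Veh mice by 1.23 log2 units (standard error 0.17, adjusted p = 0.0315 from limma), at 7.07 ± 0.44 (SD, n = 4) against 5.87 ± 0.12 (SD, n = 5). Vav1, a signalling protein of blood and immune cells, was higher by 0.41 (0.062, adjusted p = 0.0394 from limma). Both genes lay above every ASO-Veh mouse in all 4 ASO-NSC mice, and they were the only 2 of 22180 genes to pass the test. In ASO-NSC mouse 59, which was left out of this fit, Cxcl10 lay nearer to the ASO-Veh mean. With all 20 arrays, 1 gene passed. Cxcl10 lost its call without 7 of the 9 mice and Vav1 without each of the 9, and no gene passed without the 5 arrays whose sex genes differed from the label. In all, 1967 genes had an unadjusted p under 0.05, where 1109 would be expected by chance. Interferon-induced genes with large differences that did not pass included Ifit1 (1.14, adjusted p = 0.285), Oasl2 (1.10, adjusted p = 0.37) and Usp18 (0.98, adjusted p = 0.285). M1 members had a median difference of 0.050 log2 units (quartiles -0.030 to 0.15) and 65.9 percent were positive. M2 members had a median of -0.078 (-0.15 to -0.002) and 24.3 percent were positive. The study defined both modules on these samples, so their direction is not independent evidence. In GSEA by signal-to-noise ratio, the enrichment score was 0.484 for M1 (adjusted p = 0.0144 from gene-set permutations) and -0.517 for M2 (adjusted p = 0.00339). Random splits of the same arrays often gave scores as large, so chance is not excluded for either score. Gene-set permutations called 10.0 percent of random null sets at p under 0.05. With litter as a fixed block, limma called no gene, and the differences were 1.75 for Cxcl10 and 0.35 for Vav1.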

We found 11 of the 13 modules were significant and differentially expressed between ASO-NSC and ASO-Veh animals (Fig. 1b, Additional file 4). Table 1 summarizes the main characteristics of the significant modules. The most significant relationship (*p* < 10E-04, correlation = 0.78) was found between Module 2 and the biomarker pSer31TH which measures the phosphorylation of tyrosine hydroxylase (TH) at Serine 31, a strong indication of enzyme activity and dopamine synthesis [86]. Module 1, Module 2, and Module 17 had the largest number of significant correlations with behavioral or biomarker phenotypes (7) while biomarker pSer31TH was correlated with the highest number of modules (7) followed by performance in the Novel Object recognition task (6) (Fig. 1b, Additional file 2: Figure S5). Interestingly, most of the 11 modules especially the ones related to stem cell behavior were found similarly regulated in WT-NSC and ASO-NSC (M1, M2, M11, M13, M15, M16, M17, M18; Additonal files 7, 8, 9, 10, 11, 12, 13, 14, 15, 16, 17, 18, 19, 20) suggesting common properties of the stem cells on cellular function irrespective of disease background (Additional files 4 and 5). 

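In WT mice, 82 genes were higher and 14 lower with NSCs at an adjusted p under 0.05 from limma, and the 5 WT-NSC mice lay apart from the 5 WT-Veh mice in 89 of these 96. Leaving out 1 mouse moved the count to 4 (without WT-Veh 61), 6 (without WT-NSC 58) or 277 (without WT-Veh 67). Of the 82, 68 belong to M1 and 21 to lists of interferon or MHC class I genes. The study defined M1, with 1609 of the 22180 genes, on these samples, so its share is not independent evidence. Genes picked by a comparison also tend to lie apart in it. The largest increases included interferon-inducible GTPases that act against intracellular pathogens, Igtp (2.00, standard error 0.37, adjusted p = 0.0234) and Irgm2 (1.86, 0.30, adjusted p = 0.0137). Other interferon-induced genes among them were Oasl2 (adjusted p = 0.0137), Ifi204 (1.81), Gm4951 (1.59), Oas1g (1.55), Iigp1 (1.49), Usp18 (1.44) and Ifit1 (1.32). Cxcl13, a chemokine that attracts B cells, rose by 1.24. Among the 14 that fell, Ces2f, a carboxylesterase (-0.49), Calm4, a calmodulin-like protein of skin (-0.42), and Kiss1, which encodes kisspeptin (-0.39), had the adjusted p-values 0.0158, 0.0158 and 0.0324. Others were 1700034K08Rik (-0.51), Olfr318 (-0.42), Pkp1 (-0.40), Casq1 (-0.37), Pla2g10 (-0.37), Defb25 (-0.33) and Ccdc154 (-0.33). The NSC effects in ASO and WT mice had a correlation of 0.476 across genes, which are not independent replicates, and none of 100 random dealings of residual arrays gave one as high. NSC mice of both genotypes share litters 4 and 6 and vehicle mice share litters 1 and 5, and the dealing ignores litter, so a litter effect is not excluded as the source. This correlation was computed after the data were seen. The 36 measured M15 genes, among them Cp (0.37, adjusted p = 0.234) and Fn1 (0.052), had medians of 0.032 in ASO and 0.15 in WT mice. The 11 measured genes of M18 had medians of 0.20 and -0.15, and 1 of them, the hair keratin Krt25, fell in WT mice (-0.28). With litter as a fixed block, 2 genes passed for WT mice. Leaving out the 5 arrays whose sex genes differed from the label also left 2. RNA concentration, higher in every WT-NSC than in every WT-Veh mouse, was not in the fit and cannot be told apart from the treatment here.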

To determine potential mechanisms by which functional recovery occurred following NSC transplantation, we next investigated the biological significance of each module by performing *in silico* functional annotation.

**Fig. 1:**
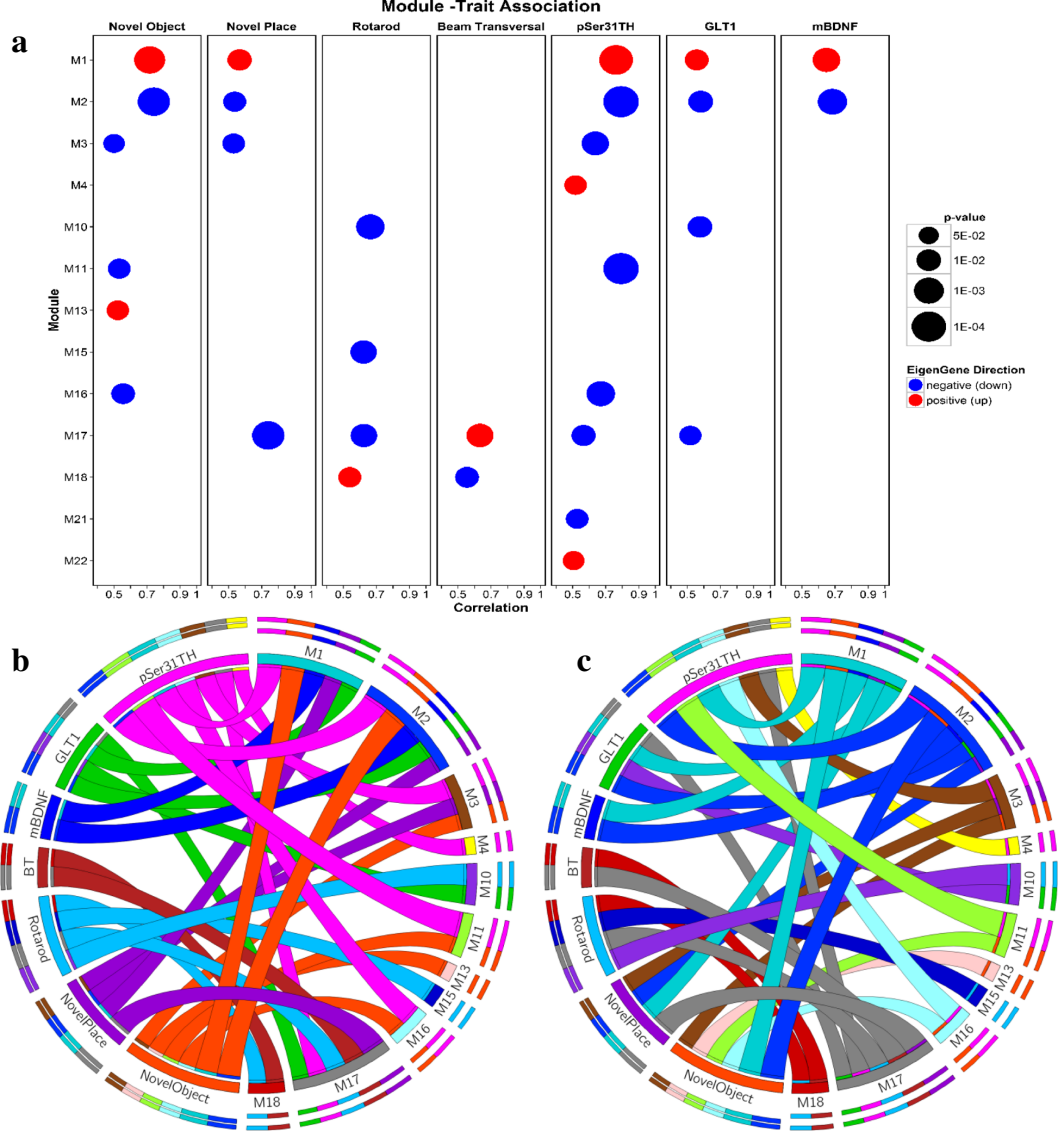
Module-Trait Association. **a** All 31 significant associations between 13 modules and 7 phenotypes are depicted as determined by bi-weight midcorrelation (bicor) between the first principal component (or EigenGene, ME) of gene expression and the continuous phenotypes (*p* < 0.05, absolute value of *r* > 0.5). Each *circle* describes a single significant correlation related to the module in association to a phenotype. The size of the circle corresponds to the significance of *p*-value. Circle color signifies the direction of the correlations and of MEs (*blue* = upregulated, *red* = downregulated). In both panels (**b**) and (**c**), the left hemisphere of the Circos plot represents the quantitative phenotypes in color-coded segments respectively while the right hemisphere represents the significant modules (M) displayed in color-coded segment designated by WGCNA. Each *ribbon* denotes a significant correlation between a phenotype and a module (29 significant associations). The number of the ribbons originating from each segment’s inner rim indicates the number of significant correlations between a phenotype and modules. Individual ribbon width demonstrates the strength of association calculated by bicor. Panel (**b**) demonstrates significant correlations colored by the origin of the phenotypes whereas panel (**c**) demonstrates significant correlations colored by the origin of the modules

**Table 1:** Summary of Significant Modules

Label	Num. of genes	Color	Eigengene (ME) in response to NSC	Associated phenotypes	Top hub gene	Gene name	Additional hub genes	Annotation
M1	1848	turquoise	up	pSer31TH, GLT1, mBDNF, NP, NO	Nat9	N-Acetyltransferase 9 (GCN5-Related, Putative)	Zfand6, C4b, Mtg2, H2-K1, Eif2ak2, Mcmbp, Herc6, Nqo1	GABAergic spiny neurons, immunity, oligodenrocyte, synapsis
M2	1499	blue	down	pSer31TH, GLT1, mBDNF, NP, NO	Ly6k	Lymphocyte Antigen 6 Complex, Locus K	Lrrc17, Spinkl, Tes, Ltbp4, Krtap13-1, Srsx, Muc6, Cpvl	cortical neurons glutamate tramsmission, immunity
M3	589	brown	down	pSer31TH, NP, NO	Elavl4	ELAV Like Neuron-Specific RNA Binding Protein 4	Nmnat2Sphkap, Fads3, Limk1, Magee1, Dner,	acetylcholinergic interneurons, synapsis
M4	300	yellow	up	pSer31TH	Itpr1	Inositol 1,4,5-Trisphosphate Receptor, Type 1	Pcdhb14, Actn2, Cacna2d3, Adcy5, Grin3	Ca regulation, synapsis
M10	65	purple	down	GLT1, Rotarod	Dnajc30	DnaJ (Hsp40) Homolog, Subfamily C,	Bloc1s1, Spg21, Tpgs1, Mtx1, Alkbh7,	mitochondria, lysosome, immunity,
M11	63	greenyellow	down	pSer31TH, NO	Olfr714	olfactory receptor 714	Kfl11, Cd101	immunity,
M13	50	salmon	up	NO	Cdhr3	cadherin-related family member 3	Spef2, Foxj1, Eno4	migration
M15	45	midnightblue	down	Rotarod	Cp	curoplasmin	Omd, Fn1, Lilrb4a	cell adhesion, immunity
M16	42	lightcyan	down	pSer31TH, NO	Olfr8	olfactory receptor 8	Slc17a3, Olfr429	immunity
M17	41	grey60	down	pSer31TH, GLT1, NO, Rotarod, BT	Snord99	small nucleolar RNA, C/D box 99	Ep400, Rpl5, Snora7a, Tmem141	mitochondria, immunity,
M18	39	lightgreen	up	Rotarod, BT	Krt25	keratin 25	Tmtc2	mitosis

*NO* Novel Object, *NP* Novel Place, *BT* Beam Transversal

### NSCs influence dopaminergic, GABAergic, and glial cell types within the striatum

Module 1 (M1, turquoise) contained the greatest number of genes (1848) and showed significant positive ME correlation with Novel Object recognition (*p* < 5.6E-04), Novel Place recognition (*p* < 1.1E-02), and the biomarkers pSer31TH (*p* < 1.4E-04) and mature BDNF (mBDNF; *p* < 2.0E-03) (Fig. 2a, Additional file 2: Figure S4). The large number of genes in this module likely reflects the complexity of network changes that results from incorporating one biological system (NSCs) into another multicellular biological system (mouse CNS). Although large modules such as M1 can make it difficult to understand the precise relationship between hub and connected genes, this module appears to primarily represent NSC-induced changes in gene expression that are largely independent of α-synuclein genotype. 

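Between genotypes, Rarres1, a retinoid-induced membrane protein, was higher in ASO-NSC than in WT-NSC mice by 0.76 log2 units (standard error 0.11, adjusted p = 0.0287 from limma), the only gene to pass, with 676 at an unadjusted p under 0.05. The call held with litter as a fixed block, and it was lost in the fit within litters and without each of 8 of the 9 mice, and other splits called as many genes, so chance is not excluded. Between ASO-Veh and WT-Veh mice, limma called 0 genes at an adjusted p under 0.05 and 1072 at an unadjusted p under 0.05. ASO-NSC mice differed from WT-Veh mice in Cxcl10 (1.32, adjusted p = 0.0118), Rarres1 (0.70, adjusted p = 0.0271) and the microRNA gene Mir301b (-0.34, adjusted p = 0.0271), and with litter as a fixed block none of these calls held. The M1 genes Gfap, H2-K1, which presents antigen as an MHC class I heavy chain, and C4b, a complement factor, differed between ASO-Veh and WT-Veh by 0.099, 0.097 and 0.18, and none of the 3 passed. GSEA scores of M1 were -0.186 for ASO-Veh against WT-Veh mice (adjusted p = 0.926), -0.342 for ASO-NSC against WT-NSC (adjusted p = 0.00404) and 0.436 for ASO-NSC against WT-Veh (adjusted p = 0.00644). Scores of M2 in the same order were 0.436 (adjusted p = 0.00339), 0.29 (adjusted p = 0.00348) and -0.326 (adjusted p = 0.00339). Random splits of the arrays gave scores as large too often to exclude chance for any of these 6. Without WT-NSC mouse 53, the scores for ASO-NSC against WT-NSC turned to 0.22 for M1 and -0.287 for M2.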

The top hub gene in M1, *Nat9* (N-Acetyltransferase 9) has previously been associated with autoimmune functions in the peripheral system, but is also highly expressed in microglia and implicated in CNS development [29, 44, 114]. 

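Nat9 (probe set 17271789) was at 6.61 ± 0.041 log2 units in ASO-NSC mice (SD, n = 4) and 6.57 ± 0.18 in ASO-Veh mice (SD, n = 5), a difference of 0.044 (adjusted p = 0.878 from limma). In WT mice it differed by 0.019 (adjusted p = 0.934). The difference between NSC and vehicle mice in ASO and in WT mice, in that order, was also small for the M1 hub genes Zfand6 (0.089 and 0.001), Mtg2 (0.051 and -0.007) and Mcmbp (0.12 and -0.006), and was 0.36 and 0.18 for Nqo1, where all 4 ASO-NSC mice lay above every ASO-Veh mouse. None of these passed. Larger were the differences for the hubs C4b (0.73 in ASO mice), H2-K1 (0.76 in ASO mice), Herc6, an interferon-induced ubiquitin ligase (0.52 with adjusted p = 0.285, and 0.71 with adjusted p = 0.0141), and Eif2ak2, the antiviral kinase PKR (0.66 and 0.70). Correlation with the first principal component of the measured M1 genes was 0.183 for Nat9, 0.785 for Herc6, 0.827 for Eif2ak2 and 0.915 for H2-K1.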

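The first principal component of the 1609 measured M1 genes, oriented to the mean of the genes and scaled to unit SD over the 19 arrays, was 0.734 ± 0.642 (SD, n = 4) in ASO-NSC mice and -0.714 ± 0.269 (SD, n = 5) in ASO-Veh mice. The difference was 1.45 SD units, and all 4 ASO-NSC mice lay above every ASO-Veh mouse (exact permutation test, p = 0.00794, the smallest that 4 against 5 allow, adjusted p = 0.0317 over 8 tests). In WT mice it was 0.874 ± 0.725 with NSCs and -0.748 ± 0.874 without (SD, n = 5 each), a difference of 1.62 in which 3 of 5 WT-NSC mice lay above every WT-Veh mouse (exact permutation test, p = 0.0238, adjusted p = 0.0635). ASO-Veh and WT-Veh mice differed by 0.034 (exact permutation test, adjusted p = 0.929), and ASO-NSC and WT-NSC mice by -0.14 (adjusted p = 0.929). The component explained 22.4 percent of the variance of the M1 genes, and 60.0 percent of them had a positive correlation with it. M1 members at an adjusted p under 0.05 from limma were the 2 higher genes Cxcl10 and Vav1 in ASO mice. The study chose M1 on these samples, so this is not independent evidence of its direction. The eigengene call in ASO mice was lost as the mean of scaled values (0.889) and without each of the 9 mice, where fewer mice raise the smallest possible exact p. In litter 3, WT-NSC mouse 53 lay above ASO-Veh mice 46 and 47, which were at -0.8 and -0.56. Orientation to the mean is weak here, with a correlation of 0.411 between the component and the mean of the scaled genes. With each array centred on its median, the component had a correlation of -0.827 with the one above, so it was turned over, and its differences, -1.06 in ASO mice and also negative in WT mice, give no evidence of a lower M1.

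**Figure D1:**
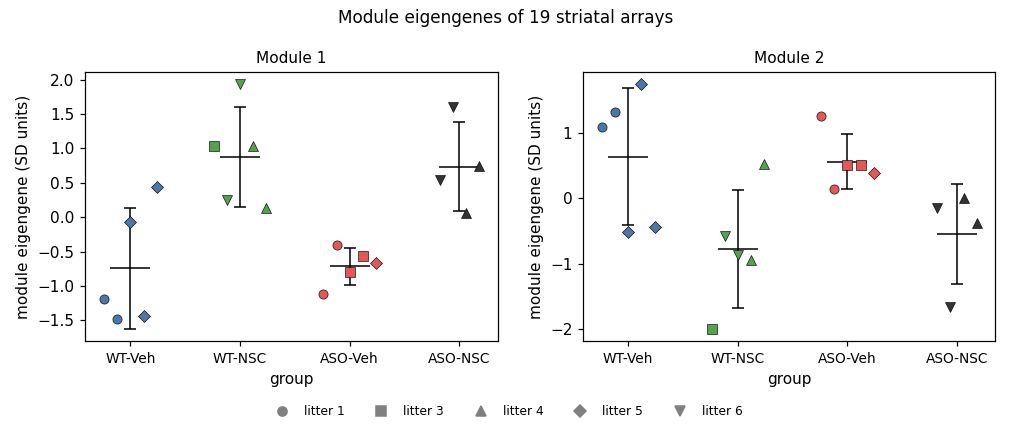
First principal components of the M1 and M2 genes in SD units for each of 19 mice by group, with litters as symbols and bars for the mean and SD. All 4 ASO-NSC mice sit above every ASO-Veh mouse for M1 and below every ASO-Veh mouse for M2.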

Overall this module exhibited a significant upregulation of gene expression in response to NSC treatment in both WT and ASO mice (Fig. 2b). Interestingly, M1 also included significant gene sets related to stem cell biology, identifying several biological processes that are preferentially activated during stem cell proliferation and glial cell differentiation (Additional files 7, 8, 9 and 10). It follows that this module appears to be strongly related to NSC-related cellular changes, and is less influenced by α-synuclein genotype (Fig. 2b). 

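Of 23 genes of cell proliferation, 1 was higher in WT-NSC than in WT-Veh mice, Top2a, the topoisomerase of dividing cells (0.50 log2 units, adjusted p = 0.0266 from limma), and 10 were higher when adjusted over the list alone. Values of other members were 0.43 for the mitotic kinase Bub1, 0.27 for the replication factor Mcm6 and 0.22 for Mki67. The list had a median of 0.18 and its mean was above every WT-Veh mouse in 5 of 5 WT-NSC mice (camera, adjusted p = 1.41e-08, and adjusted p = 0.12 with an estimated correlation). In ASO mice 0 genes of it passed limma, also when adjusted over the list alone, and its median was 0.058 (camera, adjusted p = 0.111). Top2a, Mcm6 and Aurka are the M1 members among them. Of 15 markers of neural stem and progenitor cells, 0.067 was the median in ASO mice (camera, adjusted p = 0.0431, and adjusted p = 0.5 with an estimated correlation), with 2 of 4 mice above every control, and 0.087 in WT mice (adjusted p = 0.0137, and adjusted p = 0.422 with an estimated correlation), with 3 of 5 mice above. The ASO call ended with litter as a fixed block (0.12, adjusted p = 0.0784). The WT call ended without the 5 arrays whose sex genes differed from the label (0.037, camera, adjusted p = 0.0642). Fabp7, a lipid-binding protein of radial glia, differed by 0.28 in ASO and 0.30 in WT mice, and the growth factor receptor Egfr by 0.14 and 0.23. The single member that rose in WT mice was the matrix protein Tnc (0.56, adjusted p = 0.0296). The difference of the NSC effect on proliferation genes between ASO and WT mice had a median of -0.097 (camera, adjusted p = 2.35e-05, and adjusted p = 0.172 with an estimated correlation).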

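Spiny projection neurons, the main neurons of the striatum, were described with 3 lists of markers, of which only the shared one passed camera in ASO mice. Of 20 markers shared by both kinds of spiny neuron, all 20 had negative values, with a median of -0.16 log2 units (camera, adjusted p = 1.2e-05, and adjusted p = 0.558 with an estimated correlation). Their mean lay below every ASO-Veh mouse in 1 of 4 ASO-NSC mice, and no single member passed limma, also when adjusted over the list alone. Examples are Gng7 (-0.23), a G protein subunit of dopamine receptor signalling, and the phosphatase Ptpn5 (-0.16). In WT mice the median was -0.078 (adjusted p = 0.105), and the difference between genotypes was -0.082 (adjusted p = 0.0316, and adjusted p = 0.746 with an estimated correlation). Of 9 D1 markers, which include the receptor Drd1 (-0.16), the peptide gene Pdyn (-0.33) and Tac1 (-0.30), the median was -0.16 in ASO mice (adjusted p = 0.115) and 0.026 in WT mice (adjusted p = 0.835). Of 7 D2 markers, which include Drd2 (-0.14), the median was -0.14 (adjusted p = 0.09) and -0.042 (adjusted p = 0.5). Among the more variable genes, which include 968 of the 1609 measured M1 genes, M1 held 0 of 7 D1 markers, 0 of 4 D2 markers and 0 of 16 shared markers (Fisher's exact test, adjusted p = 1.0, 1.0 and 0.955). With 0.6, 0.3 and 1.4 expected, these counts say little. The paper's cell type enrichment of M1 used other transcript sets, so they do not test it. With litter as a fixed block, which rests on the single NSC array of litter 3, the shared markers turned to positive medians of 0.21 in ASO and 0.29 in WT mice.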

The cell type specific enrichment analysis of Module 1 showed a strong association with D1 and D2 GABAergic spiny neurons (Fig. 2c-d), and tissue specificity pointed toward substantia nigra and striatal regions, suggesting an influence of NSCs on the nigrostriatal system, a key region of degeneration in Parkinson’s disease and DLB. Cell type specific analysis also highlighted oligodendrocytes and astrocytes, which agrees with our prior histological findings that the majority of the engrafted NSCs differentiated into glia with approximately 26% cells expressing the astrocyte specific marker (GFAP), another ~32% expressing the oligodendroglial marker OLIG2, but only ~7% expressing the early neuronal marker doublecortin (DCX) [41].

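Gfap, the filament protein of astrocytes, rose in WT mice by 0.74 log2 units (standard error 0.15, adjusted p = 0.0379 from limma) and differed by 0.77 in ASO mice (0.16, adjusted p = 0.273). All NSC mice of both genotypes lay above every vehicle mouse of their genotype. Olig2, a transcription factor of the oligodendrocyte lineage, differed by 0.25 in ASO (adjusted p = 0.58) and 0.49 in WT mice (adjusted p = 0.0926), and Dcx, the doublecortin of young neurons, by -0.043 and -0.12. Of 14 genes of reactive astrocytes, 2 rose in WT mice, Gfap and Osmr, the oncostatin M receptor (0.49), and 0 in ASO mice, against 8 and 5 when adjusted over the list alone. Serpina3n, a secreted protease inhibitor, was at 0.69 and 0.74 and did not pass. Their median was 0.16 in ASO mice (camera, adjusted p = 1.68e-05, and adjusted p = 0.172 with an estimated correlation), with 4 of 4 mice above every control, and 0.29 in WT mice (adjusted p = 2.7e-07, and 0.12 as adjusted p with an estimated correlation), with 5 of 5 above. Of 15 general astrocyte markers, which include the water channel Aqp4 (0.39 and 0.37), 0 passed over all genes in either genotype, with 1 and 2 when adjusted over the list alone. Their medians were 0.11 (adjusted p = 0.00085, and adjusted p = 0.359 with an estimated correlation; 3 of 4 mice above) and 0.18 (adjusted p = 1.24e-05, and adjusted p = 0.178 with an estimated correlation, 4 of 5 mice above). Markers of oligodendrocytes, 16 genes such as Mog (0.23 and 0.21) and Aspa (0.31 and 0.11), were all positive in both genotypes, with medians of 0.14 (adjusted p = 4.66e-06, and adjusted p = 0.5 with an estimated correlation) and 0.11 (adjusted p = 0.000873, and adjusted p = 0.579 with an estimated correlation), and 4 of 4 and 1 of 5 NSC mice lay above every control. The 13 progenitor markers, such as Pdgfra (0.25 and 0.011), had medians of 0.14 (adjusted p = 3.05e-05, and adjusted p = 0.422 with an estimated correlation, 4 of 4 mice above) and 0.073 (adjusted p = 0.012, and adjusted p = 0.579 with an estimated correlation, 2 of 5 above), and with litter as a fixed block the second was -0.002. That block ended every call of these 4 lists but that of reactive astrocytes in WT mice (0.17, adjusted p = 0.0443): in ASO mice the medians were 0.086 for reactive astrocytes (adjusted p = 0.392), 0.020 for astrocytes (adjusted p = 0.964), 0.11 for oligodendrocytes (adjusted p = 0.18) and 0.038 for progenitors (adjusted p = 0.784), and in WT mice 0.069 for astrocytes (adjusted p = 0.382) and 0.12 for oligodendrocytes (adjusted p = 0.345). Of these markers M1 held Gfap, Osmr, S1pr3 and Vim of the reactive astrocytes (4 of 10 among the more variable genes, Fisher's exact test, adjusted p = 0.0473), Aqp4 (1 of 4) and Aspa (1 of 8).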

**Fig. 2:**
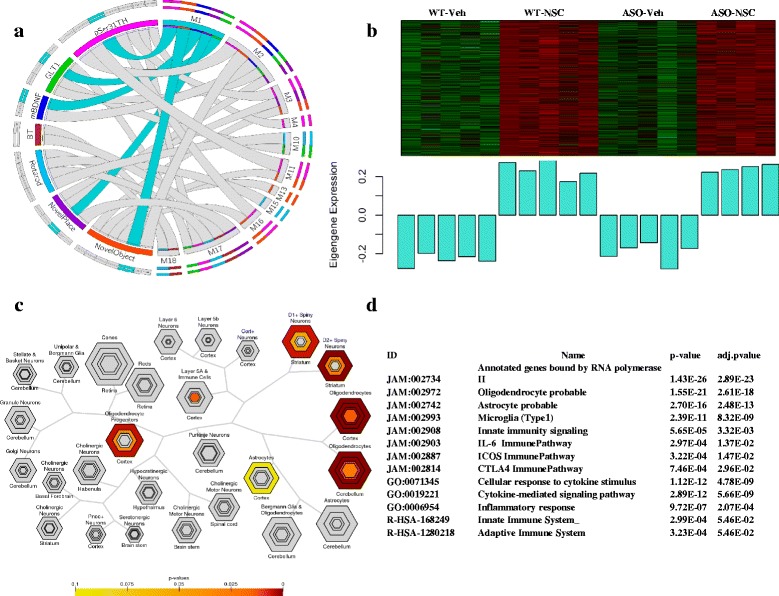
Characterization and result of the functional analysis of Module 1 (*turquoise*). **a** M1 is correlated with 5 of the 7 continuous phenotypes, including Novel Object (*p* > 6E-04, *r* = 0.72), Novel Place (*p* > 1E-02, *r* = 0.57) as well as mBDNF (*p* > 3E-03, *r* = 0.65) GLT1 (*p* > 1E-02, *r* = 0.56) and pSer31Th (*p* > 1E-04, *r* = 0.76). **b** Heatmap rows correspond to genes and columns to samples, where *red* denotes up-regulation of gene expression and *green* denotes down-regulation. The corresponding graph shows corresponding Module EigenGene (ME) expression values across the samples grouped by experimental group assignment. The ME represents the overall gene expression profile of the module, and has positive value for an array when a lot of the module genes are up-regulated (*red* in the heatmap) and has negative values when a lot of the module genes are down-regulated (*green* in the heatmap). The genes are largely down-regulated in WT-Veh and ASO-Veh, and up-regulated in WT-NSC and ASO-NSC. **c** Cell-type specific expression analysis (CSEA) identified candidate cell populations associated to M1. Each cell type is represented by a multilayer hexagonal shape in a single bullseye plot [108]. The size of hexagons for each cell type is scaled to the number of specific and enriched transcripts at four different stringency thresholds (pSI: 0.05, 0.01, 0.001, 0.0001). The more centered hexagon the more stringent threshold is and color coded by Fisher’s exact test *p* values as shown [108]. M1 is enriched in genes expressed in oligodendrocyte, spiny GABAergic neurons and less significantly in astrocytes. For example, striatal D1+ spiny neurons have many unique transcripts (large fourth hexagon at pSI < 0.05), while cortical oligodendrocytes have many unique transcripts at several stringency level (pSI < 0.05, pSI < 0.01, pSI < 0.001). **d** Representative functional annotation terms of M1 (all functional annotations can be found in Additional files 7, 8, 9 and 10)

### Influence of NSCs on immune response

In addition to revealing cell types and neurocircuitry of interest, module M1 also revealed an association with both innate and adaptive immunity. M1 was significantly enriched in pathways and gene ontology terms (GO) referring to inflammation and immunity (R-HSA-168249; R-HSA-1280218; R-HSA-1280215, JAM:003031, GO:0009615, GO:0001817, GO:0045088, GO:0060337) (Fig. 2d) as well as microglia activation (JAM:002993). 

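Genes of the interferon response were the group that differed most in level between NSC and vehicle mice. Of 28 genes induced by type I interferon, the antiviral cytokine pathway, 13 rose in WT mice and 0 passed in ASO mice at an adjusted p under 0.05 from limma, against 23 and 16 when adjusted over the list alone. Examples in WT mice are Rtp4, which blocks viral genome amplification (1.09, standard error 0.15, adjusted p = 0.00795), Ifi27 (0.86, 0.14, adjusted p = 0.0137), the RNA sensor gene Ddx58 (0.65) and Rsad2 (0.49). The mean of the list was 6.89 ± 0.29 log2 units in ASO-NSC (SD, n = 4) and 6.46 ± 0.12 in ASO-Veh mice (SD, n = 5), and 7.01 ± 0.21 in WT-NSC and 6.37 ± 0.070 in WT-Veh mice (SD, n = 5 each). It lay above every vehicle mouse of the genotype in 3 of 4 ASO-NSC and 5 of 5 WT-NSC mice. In the left-out ASO-NSC mouse 59 it was 6.6, the same as in ASO-Veh mouse 45. The median differences were 0.40 in ASO mice (camera, adjusted p = 1.07e-19, and adjusted p = 0.172 with an estimated correlation) and 0.62 in WT mice (adjusted p = 2.61e-26, and adjusted p = 0.12 with an estimated correlation). Of 18 genes induced by interferon gamma, the cytokine of T and NK cells, 1 rose in ASO mice, Cxcl10, and 6 in WT mice, with medians of 0.55 (adjusted p = 1.31e-05, and adjusted p = 0.5 with an estimated correlation) and 0.77 (adjusted p = 4.71e-12, and adjusted p = 0.234 with an estimated correlation). Of 13 MHC class I genes, 2 rose in WT mice, H2-K1 (1.23) and B2m, the light chain (0.68), and 0 in ASO mice. Their medians were 0.26 (adjusted p = 3.94e-06, and adjusted p = 0.495 with an estimated correlation) and 0.41 (adjusted p = 1.79e-12, and adjusted p = 0.234 with an estimated correlation), and 4 of 4 and 5 of 5 NSC mice lay above every control for both lists. Of 11 complement genes, which tag targets for removal by phagocytes, 3 rose in WT mice, C4b (1.09, adjusted p = 0.00983), C1qb (0.72) and C1qa (0.64), and 0 in ASO mice. Among the more variable genes, M1 held 24 of 26 type I interferon genes (Fisher's exact test, adjusted p = 6.77e-22), 15 of 17 interferon gamma genes and 10 of 11 MHC class I genes. In litter 3, the list mean of type I interferon genes was 7.28 in WT-NSC mouse 53 and 6.5 and 6.31 in ASO-Veh mice 46 and 47. With litter as a fixed block, the median of that list was 0.90 in ASO and 1.17 in WT mice. Litter 3 holds no ASO-NSC mouse, so both medians rest on the single WT-NSC array set against ASO-Veh mice. Treatment and genotype differ together there. From the immune, proliferation and glial gene sets of M1, the paper proposes that processes brought about by NSCs may help toward a protective environment.

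**Figure D2:**
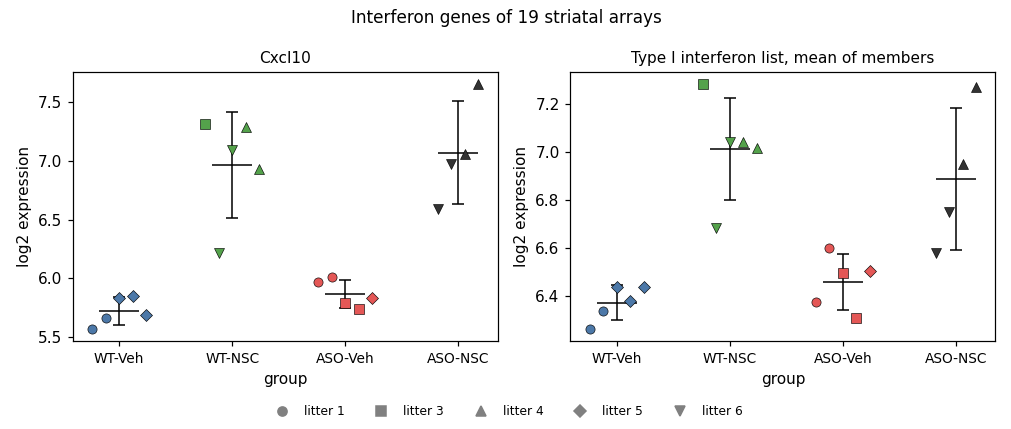
Log2 level of Cxcl10 and mean log2 level of the type I interferon genes for each of 19 mice by group, with litters as symbols and bars for the mean and SD. Cxcl10 is 6.97 ± 0.45 in WT-NSC mice (SD, n = 5) and 5.72 ± 0.12 in WT-Veh mice (SD, n = 5), and every NSC mouse sits above every vehicle mouse of its genotype for this gene.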

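Microglia, the resident phagocytes of the brain, were described with a pair of lists. Of 22 genes of activated microglia and macrophages, 1 rose in WT mice over all genes and 17 when adjusted over the list alone, and 0 passed in ASO mice either way. The one was Cd68, a lysosomal protein of phagocytes (0.35, adjusted p = 0.0494 from limma), and other members were Cybb, a subunit of the phagocyte oxidase (0.69 in ASO and 1.00 in WT mice), and Mpeg1 (0.50 and 0.65). The list median was 0.22 in ASO mice (camera, adjusted p = 1.18e-07, and adjusted p = 0.422 with an estimated correlation) and 0.34 in WT mice (adjusted p = 2.34e-12, and adjusted p = 0.234 with an estimated correlation), and 4 of 4 and 5 of 5 NSC mice lay above every control. WT-NSC mouse 58 stood apart on the list mean at 7.59, with the other WT-NSC mice at 6.91 to 7.07 and WT-Veh mice at 6.77 ± 0.060 (SD, n = 5). Of 14 markers of homeostatic microglia, such as Csf1r (0.23 and 0.31) and Tmem119 (0.12 and 0.039), 0 passed over all genes and 9 were higher in WT mice when adjusted over the list alone. Their medians were 0.098 (adjusted p = 0.028, and adjusted p = 0.459 with an estimated correlation) and 0.17 (adjusted p = 5.3e-06, and adjusted p = 0.12 with an estimated correlation), with 3 of 4 and 5 of 5 mice above, and with litter as a fixed block neither passed, at -0.023 in ASO and 0.13 in WT mice. The median of 9 MHC class II genes was 0.075 in ASO (adjusted p = 0.453) and 0.28 in WT mice (adjusted p = 0.000474, and adjusted p = 0.422 with an estimated correlation), with H2-Aa at 0.87 and 1.43 and 4 of 5 WT-NSC mice above every control. Complement genes had medians of 0.22 (adjusted p = 0.00029, and adjusted p = 0.29 with an estimated correlation) and 0.37 (adjusted p = 5.41e-07, and adjusted p = 0.157 with an estimated correlation), with 4 of 4 and 5 of 5 mice above, and the ASO call ended with litter as a fixed block (0.17, adjusted p = 0.269). M1 held 12 of the 20 activated microglia genes among the more variable genes (Fisher's exact test, adjusted p = 1.25e-07) and 4 of the 9 homeostatic ones (adjusted p = 0.036).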

Gene sets related to regulatory T lymphocytes (Treg) and cytokine suppression signaling (JAM:002887, JAM:002814, JAM:002974) as well as the transcription factor FOXO1, a master regulator of Treg cells [78], were also significantly enriched (Additional files 7, 8, 9 and 10). Besides significant Foxo1 regulated genes and the CTLA immune pathway (JAM:002814), molecular markers associated with Treg functional activity such as IL10ra [62] and Cd25 (Il2ra) [85] were also components of this module. These findings are intriguing in light of a recent report that NSC-induced activation of Tregs may play a critical role in recovery and remyelination in a model of Multiple Sclerosis [23] and growing evidence that CNS cell transplantation can modulate both innate and adaptive immunity and vice versa [39, 61, 82]. These data therefore suggest that NSC-induced processes including proliferation, glia differentiation and immune modulation, may help to create a neuroprotective environment that increases dopamine transmission and behavioral performance.

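Foxo1, a transcription factor of regulatory T cells, differed between NSC and vehicle mice by -0.088 log2 units in ASO (adjusted p = 0.854 from limma) and -0.039 in WT mice (adjusted p = 0.918). Il10ra, a receptor chain for interleukin 10, differed by 0.27 (adjusted p = 0.522) and 0.42 (adjusted p = 0.0982), Il2ra by -0.025 and 0.068, and Foxp3, which defines regulatory T cells, by -0.088 and 0.012. Foxo1 and Il2ra had means of 9.74 and 5.11 in WT-NSC mice. Of 16 genes of regulatory T cells, 1 rose in WT mice, Ikzf2, which encodes Helios (0.29, adjusted p = 0.0464), and 0 in ASO mice, against 5 and 1 when adjusted over the list alone. The list median was 0.029 in ASO (camera, adjusted p = 0.526) and 0.070 in WT mice (camera, adjusted p = 0.0332, and adjusted p = 0.5 with an estimated correlation), and 0 of 4 and 2 of 5 NSC mice lay above every control. M1 held Foxo1, Icos, Il10ra and Lag3 of the 10 members among the more variable genes (Fisher's exact test, adjusted p = 0.0473).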

The role of exosomes in cell communication and intercellular transfer of bioactive molecules has been recognized in tissues outside the nervous system and is best established among cells of the immune system, where exosomes have been demonstrated to modulate antigen presentation and the immune response [31]. Secretion of exosomes containing regulatory factors by both NSCs and newly formed neuroglia could therefore alter microenvironment cues to modulate both immune and neuronal function [9, 27, 54]. We therefore compared the content of the modules to Vesiclepedia, a compendium of molecular data of extracellular vesicles including ectosomes, exosomes and apoptotic bodies [52]. Interestingly, M1 was associated with exosomal RNAs and proteins, as was also significantly associated with the GO term ‘external side of plasma membrane’ (GO:0009897). Taken together, M1 functional annotation revealed biological processes related to GABAergic spiny neurons, nigrostriatal dopaminergic systems, stem cell glial differentiation, immunity and exosomes.

In addition to M1, modules M11 and M16 further implicate attenuated immunity. Module 11 (M11, greenyellow) included 63 genes and demonstrated a significant negative correlation with Novel Object task (*p* < 1.9E-02) and pSer31TH (*p* < 9.7E-03) (Fig. 1, Additional file 2: Figure S5) and was significantly downregulated in response to NSCs treatment in both WT and ASO mice (Additional files 4 and 5). This module is diverse but is enriched in terms related to G-protein coupled receptor signaling (GO:0007186), oxidoreductase activity (GO:0016717), and immune and inflammatory response (GO:0006954, GO:0006955) (Additional files 7, 8, 9 and 15). Likewise, module 16 (M16, ligthcyan) consisting of 42 genes demonstrated significant negative correlation with the Novel Object task (*p* < 1.3E-02) and the pSer31TH biomarker (*p* < 1.6E-03) (Fig. 1, Additional file 2: Figure S5). 

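The 40 measured genes of M11 had a median with NSCs of -0.10 log2 units in ASO mice (quartiles -0.18 to -0.046, 5 positive) and -0.060 in WT mice (-0.14 to -0.012, 6 positive). No member passed limma in either genotype. Values in ASO and WT mice were -0.10 and -0.044 for the olfactory receptor Olfr714, -0.041 and -0.003 for the transcription factor Klf11, and -0.061 and -0.041 for Cd101, a surface protein of leukocytes. The M11 members are dim, with a median level of 5.22 log2 units. The study chose the module on these samples, so its direction is not independent evidence.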

ME was significantly upregulated in ASO mice but was in turn downregulated by NSCs treatment. This module is associated with a number of immunological processes including cytokine-cytokine receptor interactions, and interleukin signaling pathways (Additional files 7, 8, 9 and 18). 

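The 33 measured genes of M16 had a median difference of 0.13 log2 units between ASO-Veh and WT-Veh mice (27 positive) and of -0.14 between ASO-NSC and ASO-Veh mice (6 positive). The same ASO-Veh mice enter both comparisons, so chance alone makes opposite signs more likely. In WT mice the median was -0.006, with 14 positive. None of the members passed limma. Examples, given for ASO-NSC against ASO-Veh mice, are Slc17a3, a kidney phosphate transporter (-0.10), and the olfactory receptors Olfr8 (-0.073) and Olfr429 (-0.34). The median level of the genes was 4.63 log2 units. M16 was defined by the study on these samples, so its direction is not independent evidence.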

To further confirm the role of innate immunity in stem cell-mediated gene expression changes, we examined patterns of innate immunity related gene expression (InnateDB) [18] in our dataset. Clustering revealed a sharp separation between WT and ASO mice and an overall grouping of NSC transplanted mice (Additional file 2: Figure S6). Thus, it appears that NSC transplantation dramatically alters immune function in both WT and ASO brains in a manner that correlates well with cognitive function and dopaminergic signaling.

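Of 41 genes of innate immune sensing, the receptors and adaptors that detect microbes and nucleic acids, 6 rose in WT mice and 0 passed in ASO mice (limma), against 20 and 8 when adjusted over the list alone. They included Sting1, the adaptor of cytosolic DNA sensing (0.59, adjusted p = 0.016), Ifih1, an RNA sensor (0.69), Unc93b1 (0.45) and Tlr3 (0.38). Myd88, an adaptor of Toll-like receptors, was at 0.36 in ASO and 0.24 in WT mice and did not pass. The list median was 0.096 log2 units in ASO (camera, adjusted p = 6.43e-05, and adjusted p = 0.29 with an estimated correlation) and 0.15 in WT mice (adjusted p = 1.07e-09, and adjusted p = 0.12 with an estimated correlation), and 4 of 4 and 5 of 5 NSC mice lay above every vehicle mouse of their genotype. For ASO-Veh against WT-Veh mice the median was 0.026 (adjusted p = 0.146). By the 41 genes, the nearest of the other arrays shared the treatment for 16 of 19 arrays, where 9.0 are expected (one-sided permutation test, p = 0.00471), and the genotype for 3 of 19 (9.0 expected, one-sided p = 0.998). The permutation ignores litter, which follows the treatment in all litters but litter 3, and for 8 of 19 arrays the nearest was a littermate, so litter and treatment are not separated by it. Among arrays of other litters, the nearest shared the treatment for 14 of 19, where 7.4 are expected if any of them were as near, a count with no test. The nearest-array counts were chosen after the data were seen. The paper's own list of innate genes was not used here.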

### Both α-synuclein and NSC transplantation influence cell migration

Another module that exhibited a significant positive correlation with the Novel Object cognitive task was Module 13 (M13, salmon; *p* < 2.1E-05) (Fig. 1, Additional file 2: Figure S5) which included 50 genes and primarily implicates cell migration. This module was downregulated in ASO mice compared to WT, and upregulated in response to NSC transplantation (Additional files 4 and 5) in both WT and ASO mice and was associated with neuronal migration (hs_Lis1Pathway), axoneme assembly (GO:0035082), cytoplasmic dynein complex (GO:0005868, GO:0044782, GO:0044782) movement of cell or subcellular components (GO:0006928) and NSC migration inducing cytokines (e.g., CXCR4) (Additional files 7, 8, 9 and 16). 

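M13 includes genes of motile cilia, which move cerebrospinal fluid over the ventricle wall. Its 43 measured members had a median of 0.24 log2 units between ASO-NSC and ASO-Veh mice (39 positive), 0.085 between WT-NSC and WT-Veh mice (34 positive) and -0.11 between ASO-Veh and WT-Veh mice (8 positive), and none passed limma. Foxj1, the master regulator of ciliated cells, was at 0.22, -0.027 and -0.28 in these comparisons, Spef2 at 0.26, -0.021 and -0.19, and Cdhr3 at 0.38, 0.22 and -0.17. Cxcr4, the receptor that guides migrating progenitors, differed with NSCs by 0.15 in ASO and 0.29 in WT mice (adjusted p = 0.231). Of 21 markers of ependymal cells and motile cilia, chosen apart from the module, the median was 0.25 in ASO mice (camera, adjusted p = 1.68e-05, and adjusted p = 0.572 with an estimated correlation), with 3 of 4 mice above every control, and 0.049 in WT mice (adjusted p = 0.545). For ASO-Veh against WT-Veh it was -0.14 (adjusted p = 0.00108, and adjusted p = 0.634 with an estimated correlation), with 0 of 5 ASO-Veh mice below every WT-Veh mouse. List means of WT-Veh mice ran from 5.9 in mouse 62 to 6.8 in mouse 64. For M13 and for this list, the same ASO-Veh mice enter both comparisons, so chance alone makes opposite signs more likely. Markers of choroid plexus, another tissue of the ventricles, also passed camera with a positive median in ASO mice, and did not with an estimated correlation. The choroid plexus median in ASO mice was -0.19 with litter as a fixed block (adjusted p = 0.105) and that of the ependymal markers 0.13 (adjusted p = 0.43). No single marker passed, also when adjusted over the list alone. Without the 5 arrays whose sex genes differed from the label, the median of the ependymal markers in WT mice was -0.10.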

The hub gene in M13 is *Cdhr3* (Cadherin-Related Family Member 3) which is involved in cell-cell adhesion (GO:0098609, GO:0007156) including epithelial polarity, cell-cell interactions and differentiation [48]. In addition, *Cdhr3* has been implicated in tissue morphogenesis, coordinated cell movements, and the induction and maintenance of structural and functional cell and tissue polarity [43]. This module therefore likely reflects the motility of the transplanted NSCs or host immune cells throughout the striatum and into the adjacent cortices in accordance with our previously published findings [41]. Since Module 13 expression was generally downregulated in ASO compared to WT mice, it is possible that α-synuclein pathology also inhibits cell migration.

### Altered neurotransmitter and calcium signaling

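The 210 measured genes of M4, among them Adcy5, an adenylyl cyclase of spiny neurons, and Grin3a, a glutamate receptor subunit, had a median of -0.14 log2 units between ASO-NSC and ASO-Veh mice (quartiles -0.21 to -0.089, 10 positive) and -0.068 between WT-NSC and WT-Veh mice (55 positive). Between ASO-Veh and WT-Veh mice it was -0.034 (61 positive) and between ASO-NSC and WT-NSC mice -0.11. No member passed limma in any of these comparisons. Values for ASO-Veh against WT-Veh and for ASO-NSC against ASO-Veh mice were -0.054 and -0.17 for Adcy5, 0.067 and 0.16 for Grin3a, -0.017 and -0.12 for Actn2, -0.10 and -0.15 for the calcium channel gene Cacna2d3, and -0.090 and 0.057 for Pcdhb14. Over all genes, the difference between ASO-Veh and WT-Veh mice and that between ASO-NSC and ASO-Veh mice had a correlation of -0.223 across genes, which are not independent replicates. Both share the ASO-Veh mice, and 91 of 100 random dealings of residual arrays gave a correlation as far below 0, with a mean of -0.460. When the ASO-Veh mice were split so that each comparison had its own, the mean correlation was 0.11.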

Module 4 (M4, yellow) represents an especially interesting group of genes as this module was significantly downregulated in ASO mice compared to WT and NSC treatment reversed the direction of gene expression (Additional file 1) suggesting that NSC transplantation partially rescue an α-synuclein-driven perturbation of these genes. M4 consists of 300 genes and revealed a significant positive correlation with the biomarker pSer31TH (*p* < 2.3E-02) (Fig. 1, Additional file 2: Figure S5). The top hub gene in this module *Itpr1*, Inositol 1,4,5-Trisphosphate Receptor Type 1, is a member of the main endoplasmic reticulum (ER) Ca2+- release channel family that modulates intracellular calcium signaling [12]. Interestingly, mutations in *Itpr1* have been associated with another movement disorder; spinocerebellar ataxia type 15 [47]. 

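Of 37 genes of calcium signalling, -0.080 log2 units was the median between ASO-NSC and ASO-Veh mice (camera, adjusted p = 0.00792, and adjusted p = 0.578 with an estimated correlation), with 2 of 4 mice below every control, and -0.035 between WT-NSC and WT-Veh mice (adjusted p = 0.0871). None passed limma, also when adjusted over the list alone. The channel genes Cacna1e (-0.22) and Cacna1h (-0.21), the exchanger Slc8a2 (-0.21) and Ryr3 (-0.21), which releases calcium from stores, are members with their values in ASO mice. With litter as a fixed block the median was 0.061 in ASO mice. Of 11 genes of dopamine synthesis and transport, which include Maob (0.27 in ASO and 0.23 in WT mice) and Slc6a3, the dopamine transporter (-0.004 and 0.15), the median was 0.12 (adjusted p = 0.144) and 0.14 (adjusted p = 0.21). Th, the enzyme that makes dopamine, differed by 0.12 and 0.14, and neither passed.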

The module significant functional annotation is related to calcium signaling (hsa04020), dopaminergic synapses (hsa04728), synaptic transmission (GO:0007268), postsynaptic density (GO:0045211, GO:0045211), locomotor behavior (GO:0007626), ion channel complex (GO:0034702) and voltage-gated cation channel activity (GO:0022843) (Additional files 7, 8, 9 and 13). The correlation of Module 4 with the pSerTH31 biomarker indicates a particular influence of both α-synuclein and NSC transplantation on striatal dopaminergic synapses. In accordance with these findings it has previously been reported that the synaptic accumulation of α-synuclein triggers the redistribution of several presynaptic proteins including SNAP-25, syntaxin-1, and synaptobrevin-2 resulting in an age-dependent reduction in dopamine release [20, 37]. It is also noteworthy that, one of the signaling events that can influence the ERK cascade which phosphorylates Ser31 of TH, is a change in free intracellular calcium concentrations [1, 26]. This module may therefore represent Calcium mediated signaling that leads to improved synaptic plasticity and phosphorylation of TH by MAPK cascades in postsynaptic terminal of dopaminergic projection neurons. Module 2 (M2, blue) also appeared to be indicative of changes in synaptic transmission and included 1499 genes that showed significant negative correlations with the Novel Object (*p* < 2.8E-04) and Novel Place tasks (*p* < 1.7E-02), as well as the biomarkers pSer31TH (*p* < 5.2E-05), mBDNF (*p* < 1.2E-03), and GLT1 (*p* < 9.0E-03) (Fig. 3a, Additional file 2: Figure S5). This module was also significantly downregulated in response to NSC transplantation in both WT and ASO mice (Fig. 3b). 

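The first principal component of the 1265 measured M2 genes was -0.542 ± 0.769 (SD, n = 4) in ASO-NSC and 0.566 ± 0.42 (SD, n = 5) in ASO-Veh mice, a difference of -1.11 SD units, and all 4 ASO-NSC mice lay below every ASO-Veh mouse (exact permutation test, p = 0.00794, adjusted p = 0.0317 over 8 tests). In WT mice it was -0.773 ± 0.905 with NSCs and 0.641 ± 1.053 without (SD, n = 5 each), a difference of -1.41, with 4 of 5 below (exact permutation test, p = 0.0476, adjusted p = 0.0952). ASO-Veh and WT-Veh mice differed by -0.075, and ASO-NSC and WT-NSC mice by 0.231 (exact permutation tests, adjusted p = 0.929 for both). In WT mice the median of the members was -0.067 log2 units, 4 members fell and none rose at an adjusted p under 0.05 from limma, and in ASO mice 0 passed. Hub genes of M2 in ASO and WT mice were at -0.16 and -0.009 for Ly6k, -0.14 and -0.14 for Lrrc17, -0.20 and -0.19 for the mucin Muc6, and -0.074 and -0.020 for Ltbp4, a binding protein of latent TGF-β. None of these hubs passed. The eigengene call in ASO mice was lost as the mean of scaled values (-1.06), with median centring (-1.27), at a mean level of at least 5 (-0.984) and without the 5 arrays whose sex genes differed from the label (-1.18). It was also lost without each of the 9 mice, where fewer mice raise the smallest possible exact p. M2 was chosen on these samples, so the direction is not independent evidence. In litter 3, WT-NSC mouse 53 was at -2.0 and the ASO-Veh mice at 0.51 and 0.52.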

Interestingly, M2 is highly specific for cortical neurons (Fig. 3c) and enriched in genes related to glutamatergic synaptic transmission (Fig. 3d; GO:1900449, GO:0032281, GO:0007409), neuronal projection (GO:0043005, GO:0048812) and immune cells (GO:0002828) (Additional files 7, 8, 9 and 11). This module is also significantly correlated to the GLT-1 biomarker (*p* < 3.0E-03) (Fig. 3a), and is therefore likely related to our prior finding that NSC transplantation modulates the expression of both neuronal and astrocytic glutamate transporters; VGLUT1 and GLT-1 [41].

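M2 held 12 of the 19 markers of cortical glutamatergic neurons among the more variable genes (Fisher's exact test, adjusted p = 1.72e-08), namely Cck, Lamp5, Mef2c, Neurod1, Neurod2, Nptx1, Nrn1, Ntng1, Rasgrf2, Slc17a7, Slc30a3 and Tbr1. Of the 21 markers measured, none passed limma in either genotype, also when adjusted over the list alone. Slc17a7, which loads glutamate into vesicles, differed by -0.41 log2 units in ASO (adjusted p = 0.834) and 0.60 in WT mice (adjusted p = 0.637), and Nrn1, a protein of neurite growth, by 0.15 and 0.77. The list median was -0.047 in ASO (camera, adjusted p = 0.543) and 0.14 in WT mice (adjusted p = 0.0356, and adjusted p = 0.634 with an estimated correlation), with 2 of 5 WT-NSC mice above every control, and with litter as a fixed block the medians were -0.41 in ASO (camera, adjusted p = 0.000557, so called there) and -0.19 in WT mice (adjusted p = 0.117). For ASO-Veh against WT-Veh it was 0.12 (adjusted p = 0.00145, and adjusted p = 0.53 with an estimated correlation). Of 34 genes of glutamate receptors and synapse, with Grik1 at 0.36 and 0.091, the medians were -0.064 (adjusted p = 0.123) and -0.006 (adjusted p = 0.553), and M2 held 4 of the 16 among the more variable genes (adjusted p = 0.138). The vesicle fusion genes Stx1a (-0.17 and 0.17), Snap25 (-0.10 and 0.049) and Vamp2 (-0.043 and -0.048) did not pass.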

**Fig. 3:**
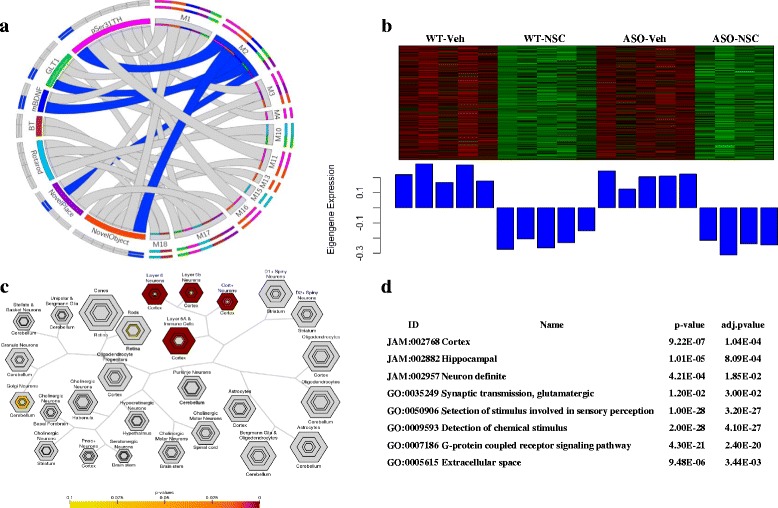
Characterization and result of the functional analysis of Module 2 (*blue*). **a** M2 is significantly associated to Novel Object (*p* > 2.8E-04, *r* = −0.74), Novel Place (*p* > 1.7E-02, *r* = −0.54) as well as mBDNF (*p* > 1.2E-03, *r* = −0.68), GLT1 (*p* > 9.0E-03, *r* = −0.58) and pSer31Th (*p* > 5.2E-05, *r* = −0.79). **b** Heatmap analysis of ME expression levels show that genes in M2 are largely increased in Veh groups and downregulated in NSC-transplanted groups. **c** Cell-type specific expression analysis (CSEA) show that M2 is enriched in genes expressed in cortical neurons and immune cells. **d** Representative functional annotation terms of M2 (all functional annotations can be found in Additional files 7, 8, 9 and 11)

Clustering closely with M2 (Additional file 2: Figure S8), Module 3 (M3, brown) included 589 genes, and showed significant negative correlations with Novel Object recognition (*p* < 2.8E-02), Novel Place recognition (*p* < 1.9E-02), and pSer31TH (*p* < 3.0E-03) (Fig. 4a, Additional file 2: Figure S5). This module also showed a trend toward upregulation in ASO mice but was significantly downregulated in response to NSCs treatment in both WT and ASO mice (Fig. 4b). 

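The 473 measured genes of M3 had a median of 0.11 log2 units between ASO-NSC and ASO-Veh mice (quartiles 0.038 to 0.19, 387 positive), 0.082 between WT-NSC and WT-Veh mice (0.010 to 0.15, 367 positive) and 0.037 between ASO-Veh and WT-Veh mice (308 positive). No member passed limma. Nmnat2, an enzyme that protects axons, differed with NSCs by 0.056 in ASO and 0.13 in WT mice, Limk1, a kinase of the actin cytoskeleton, by 0.10 and 0.013, Sphkap by 0.091 and 0.16, and the Notch ligand Dner by 0.043 and 0.086. The module was chosen on these samples, so its direction is not independent evidence.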

Interestingly, M3 was enriched in neuron specific genes (JAM:002958) indicative of striatal cholinergic interneurons and cell-type specific expression analysis (CSEA) revealed enrichment of genes expressed in cholinergic neurons (Fig. 4c). 

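Of 11 markers of cholinergic neurons, the acetylcholine-releasing interneurons of the striatum, the median was 0.048 log2 units between ASO-NSC and ASO-Veh mice (camera, adjusted p = 0.211) and 0.015 between WT-NSC and WT-Veh mice (adjusted p = 0.887). Chrm2, an acetylcholine autoreceptor, differed by 0.35 and 0.17, and Lhx8, a transcription factor of these neurons, by 0.27 and 0.093. No marker passed limma, also when adjusted over the list alone, and 2 of 4 ASO-NSC mice had a list mean above every ASO-Veh mouse.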

Significant GO terms for this module were related to neuronal (GO:0022008, GO:0030182, GO:0048699) and synaptic function (GO:0007268, GO:1902630) (Additional files 7, 8, 9 and 12). As cholinergic interneurons play an important role in regulating striatal output, these data could suggest that NSC-induced changes in cholinergic function may play an important role in motor or cognitive recovery. Interestingly, the top hub gene for this module is *Elavl4* (HuD/ELAV like protein 4) (Fig. 4d, Additional file 2: Figure S7). 

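Elavl4 (probe set 17428228), an RNA-binding protein of neurons, was at 7.54 ± 0.12 log2 units in ASO-NSC (SD, n = 4) and 7.33 ± 0.17 in ASO-Veh mice (SD, n = 5), a difference of 0.20 (standard error 0.13, adjusted p = 0.644 from limma). In WT mice the difference was 0.20 (standard error 0.12, adjusted p = 0.495), at 7.44 ± 0.32 with and 7.26 ± 0.16 without NSCs (SD, n = 5 each). Its relative Elavl1 differed by 0.018 and -0.011, and the neurotrophin Bdnf by -0.026 and 0.031.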

Elavl4 is implicated in neuron-specific RNA processing, dendritic morphogenesis, and learning and memory [19]. Furthermore, genetic variants in human * ELAVL4* gene have been associated with age of onset in Parkinson’s disease (PD) [35].

**Fig. 4:**
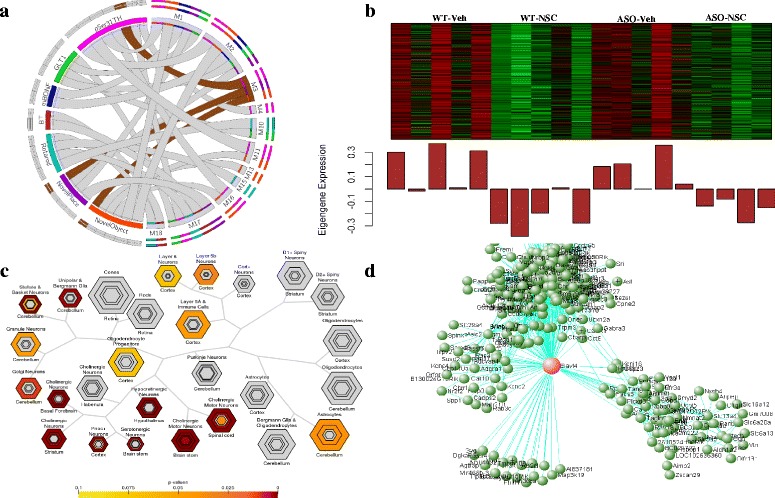
Characterization and result of the functional analysis of module M3 (*brown*). **a** M3 is significantly associated to Novel Object (*p* > 2.8E-02, *r* = −0.52), Novel Place (*p* > 1.9E-02, *r* = −0.53) and pSer31Th (*p* > 3.0E-03, *r* = −0.64). **b** Heatmap analysis of ME expression levels show that genes in M3 are largely driven by NSC transplantation, being upregulated in Veh treated groups and downregulated in NSC groups. **c** Cell-type specific expression analysis (CSEA) shows that M3 is highly enriched in genes expressed in cholinergic neurons. **d** The modular network organization of M3 depicted by VisANT [46]. Each green node represents a unique gene in M3 and the gene-gene interactions depicted in *cyan lines*. The *red* center node corresponds to the module hubgene *Elavl4* with highest intramodular connectivity holding together the entire network as a functional unit (enlarged figure: Additional file 2: Figure S7)

### α-synuclein pathology and NSC transplantation impact mitochondrial and lysosomal-related gene expression

Mitochondrial dysfunction and impairments in lysosomal function and mitophagy have been strongly implicated in the pathogenesis of Parkinson’s disease and other synucleinopathies [13, 70, 97, 107, 111]. It is therefore extremely interesting that Module 10 (M10, purple), includes 65 genes that together implicate mitochondrial and lysosomal function, oxidative stress, and apoptosis and this module exhibits a significant negative correlation with Rotarod (*p* < 1.9E-03) and the biomarker GLT1 (*p* < 9.7E-03) (Fig. 1, Additional file 2: Figure S5). 

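The 54 measured genes of M10 had a median of 0.12 log2 units between ASO-Veh and WT-Veh mice (52 positive), 0.031 between ASO-NSC and ASO-Veh mice (34 positive), 0.19 between WT-NSC and WT-Veh mice (52 positive) and -0.028 between ASO-NSC and WT-NSC mice. No member passed limma. Mtx1, an import protein of the outer mitochondrial membrane, was at 0.16, -0.053 and 0.15 in the first 3 comparisons, Alkbh7 at 0.15, 0.050 and 0.19, and Tpgs1 at 0.33, -0.008 and 0.32. Of 33 nuclear genes of respiratory chain complex I, such as Ndufb8 (0.068 in ASO and 0.29 in WT mice), 0 passed over all genes and 1 was higher in WT mice when adjusted over the list alone. Their median was -0.006 in ASO (camera, adjusted p = 0.632) and 0.067 in WT mice (adjusted p = 0.000286, and adjusted p = 0.5 with an estimated correlation), with 2 of 5 mice above every control, and 0.043 between ASO-Veh and WT-Veh mice (adjusted p = 0.000281, and adjusted p = 0.5 with an estimated correlation). Of 71 genes of the mitochondrial ribosome, such as Mrpl2 (0.013 and 0.23), none passed. Their medians were 0.041 (adjusted p = 0.184) and 0.12 (adjusted p = 1.05e-07, and adjusted p = 0.481 with an estimated correlation), with 1 of 5 WT-NSC mice above every control. Neither list was called in WT mice with litter as a fixed block (0.089, adjusted p = 0.1, and 0.071, adjusted p = 0.0594).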

Most revealing is that M10 was upregulated specifically in ASO mice, and decreased to WT expression levels by NSC transplantation. The functional annotation of this module revealed significant association with mitochondria and apoptosis, and (GO:0055114, GO:0043066, JAM:002874), and perhaps most interestingly the Parkin-Ubiquitin Proteasomal System (hs_WP2359) which has been directly linked with the lysosomal degradation of mitochondria (mitophagy) [32, 60] (Additional files 7, 8, 9 and 14). The most connected gene of this module was *Dnajc30* (DnaJ (Hsp40) Homolog, Subfamily C, Member 30, alias WBSCR18), an intron-less gene encoding a member of the DNAJ/HSP40 molecular chaperones which has been implicated in mitochondrial DNA maintenance and replication and oxidative stress [98, 99]. This gene has also been associated with Williams syndrome, a multisystem developmental disorder characterized by mild to moderate delays in cognitive development and intellectual disabilities [72]. 

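Dnajc30 (probe set 17443181) differed between ASO-Veh and WT-Veh mice by 0.21 log2 units (standard error 0.090, adjusted p = 0.994 from limma), at 8.26 ± 0.061 against 8.08 ± 0.082 (SD, n = 5 each). It was at 8.30 ± 0.21 in ASO-NSC mice (SD, n = 4), 0.021 from ASO-Veh mice, and at 8.33 ± 0.23 in WT-NSC mice (SD, n = 5), 0.28 from WT-Veh mice (adjusted p = 0.196).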

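Bloc1s1, a subunit of the BLOC-1 complex of endosome and lysosome traffic, was at 8.52 ± 0.070 log2 units in ASO-Veh and 8.40 ± 0.19 in WT-Veh mice (SD, n = 5 each), a difference of 0.14 (adjusted p = 0.999 from limma), and differed with NSCs by 0.032 in ASO and 0.23 in WT mice. Of 8 genes of the complex, the median was 0.040 in ASO (camera, adjusted p = 0.343) and 0.079 in WT mice (adjusted p = 0.113), and none passed limma. Of 34 lysosome genes, 2 rose in WT mice, the cysteine protease gene Ctsh (0.56, adjusted p = 0.0158) and Laptm5, a lysosomal membrane protein of blood cells (0.43, adjusted p = 0.0234), and 0 passed in ASO mice, against 17 and 0 when adjusted over the list alone. Their median was 0.098 in ASO (camera, adjusted p = 5.04e-07, and adjusted p = 0.457 with an estimated correlation) and 0.16 in WT mice (adjusted p = 2.22e-10, and adjusted p = 0.29 with an estimated correlation), with 3 of 4 and 3 of 5 NSC mice above every control. Both calls ended with litter as a fixed block (0.055, adjusted p = 0.411, and 0.086, adjusted p = 0.0758).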

An additional interesting hub gene in this module is *Bloc1s1*. *Bloc1s1* is a component of the BLOC-1 complex, which is involved in the biogenesis of lysosome-related organelle, suggesting a potential influence on lysosomal degradation of aggregates or dysfunctional organelles, both of which have been strongly implicated in synucleinopathies [17, 34, 50, 106]. In addition, the BLOC-1 complex is also involved in the negative regulation of aerobic respiration through mitochondrial protein lysine-acetylation [88, 89].

Another set of genes that further implicate mitochondrial and lysosomal function and autophagy are the 41 genes that make up Module 17 (M17, grey60) which clusters closely with M10 (Additional file 2: Figure S8) and shows a significant positive correlation with Novel Place recognition (*p* < 2.9E-04) and Rotarod (*p* < 4.3E-03), a negative correlation with Beam Traversal (*p* < 3.6E-03), and positive correlation with the biomarkers pSer31TH (*p* < 1.1E-02) and GLT1 (*p* < 2.3E-02) (Fig. 5a, Additional file 2: Figure S5). This module was upregulated in ASO mice compared to WT mice, and significantly downregulated in response to NSC transplantation in both WT and ASO mice (Fig. 5b) and is enriched in small nucleolar RNAs (GO:0005732), mitochondria-associated genes (GO:0005739, GO:0098798), histone acetyl transferase activity (GO:0035267), mTOR signaling and autophagy (mTORPathway) (Fig. 5c; Additional files 7, 8, 9 and 19). Dysregulations of these processes have also been strongly implicated in synucleinopathies such as Parkinson’s disease [16, 64].

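The 36 measured genes of M17 had a median of 0.16 log2 units between ASO-Veh and WT-Veh mice (29 positive), -0.037 between ASO-NSC and ASO-Veh mice (14 positive) and 0.18 between WT-NSC and WT-Veh mice (27 positive), and none passed limma. Snord99, a small nucleolar RNA that guides RNA modification, was at 0.83, -0.18 and 0.80 in these comparisons, the ribosomal protein gene Rpl5 at -0.11, 0.070 and -0.11, and Ep400, a chromatin remodeler, at 0.56, -0.083 and 0.48. Of 73 small nucleolar RNAs, the median was 0.005 in ASO (camera, adjusted p = 0.412) and 0.058 in WT mice (adjusted p = 0.317), with Snora15 at 0.47 and 1.31. Of 29 genes of autophagy and mitophagy, which clear damaged proteins and mitochondria, the medians were 0.029 (adjusted p = 0.154) and 0.037 (adjusted p = 0.0711). Pink1, a kinase of mitophagy, differed by 0.091 and -0.009 and Lrrk2 by -0.14 and -0.12. Of 63 cytosolic ribosomal proteins, 1 was higher in WT mice when adjusted over the list alone and 0 over all genes, and the medians were 0.020 (adjusted p = 0.666) and 0.063 (adjusted p = 0.011, and adjusted p = 0.5 with an estimated correlation), with 1 of 5 WT-NSC mice above every control. The WT call ended without the 5 arrays whose sex genes differed from the label (0.037, camera, adjusted p = 0.0633). With litter as a fixed block the WT median was 0.22.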

**Fig. 5:**
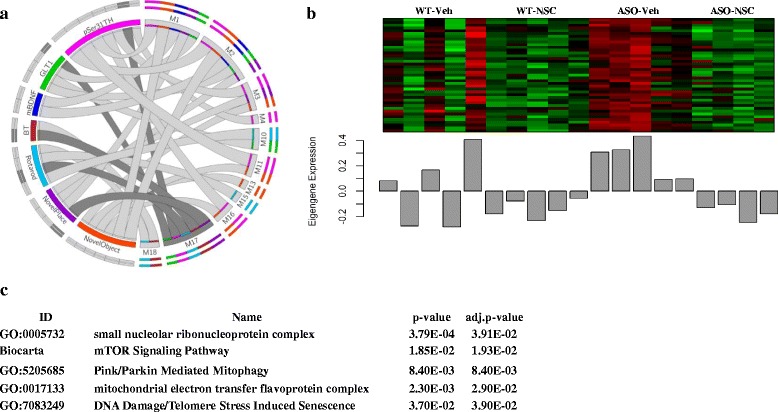
Characterization and result of the functional analysis of module M17 (*grey60*). **a** M17 is significantly associated to Novel Place (p >2.9E-04, *r* = −74), Rotarod (*p* > 4.3E-03, *r* = −0.62) and Beam Transversal (*p* > 3.6E-03, *r* = 0.63) as well as GLT1 (*p* > 2.3E-02, *r* = −0.52) and pSer31TH (*p* > 1.1E-02, *r* = −0.57). **b** The ME expression profile reveals variable expression in WT-Veh, up-regulation in ASO-Veh, and a down-regulation in WT-NSC and ASO-NSC groups. Based on the mean MEs, this module appears to be related to alpha-synuclein pathology which is rescued by NSC transplantation (all functional annotations can be found in Additional files 7, 8, 9 and 19)

## Discussion

Due to the complex pathology of neurodegenerative disease, stem cells transplantation has been increasingly considered as a potential approach to compensate for neuronal loss, promote plasticity, and restore brain function [15, 24, 57, 63, 69, 96]. While a growing number of studies support the potential translational value of stem cell therapies for neurodegeneration, the precise mechanisms by which these cells improve behavioral function remains largely unclear [33, 63, 96]. We previously reported that transplantation of murine NSCs leads to significant improvements in both motor and cognitive behavior in a transgenic model of Dementia with Lewy Bodies (DLB) that correlated with dopaminergic and glutamatergic biomarkers and were driven at least part by increases in mature BDNF protein [41]. However, viral delivery of BDNF alone only partially mimicked the benefits of NSC transplantation, suggesting that other mechanisms are likely involved. To gain further insight into the multifactorial nature of stem cell therapy we therefore extended and complemented our previous experiment with gene expression network analysis to reveal transcriptional changes and cellular mechanisms that may underlie NSC related functional recovery in this model of DLB.

Correlational network analysis with comprehensive functional annotation provides a powerful approach to identify cell type specificity and related biochemical processes in complex systems such as NSCs transplanted into the CNS [65, 70, 104]. By comparing gene expression networks of striatal transcriptomes due to either DLB genotype or NSC transplantation, we detected several modules of highly connected genes that were significantly correlated with phenotypic changes. We report a diverse set of gene network modules that reflect changes ranging from large biological systemic changes (M1) to more focused and organelle specific changes (M17). This diversity of networks reflects the complex systemic changes that occur due to transplanting a biological system (NSCs) into another biological system (mouse CNS), and has allowed us to highlight participating clusters within larger altered networks [42, 70]. The functional annotation of genes in significant modules confirmed our previous observation that engrafted NSCs preferentially differentiate into astrocytes and oligodendrocytes. Likewise, we identified gene networks related to stem cell migration and proliferation consistent with our prior observation of robust NSC migration.

Interestingly, we also found evidence of gene enrichment associated with both pro– and anti-inflammatory state in response to NSC treatment. This anti-inflammatory activation is most likely driven by the transplant itself as a previous report has demonstrated that newly formed glial cells in the CNS elevate anti-inflammatory gene expression, counteracting pro-inflammatory cytokines and creating a more permissive environment for neuronal survival [54]. Therefore, it is possible that glial-differentiated NSCs or endogenous glial cells provide important anti-inflammatory signals following NSC transplantation. 

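The difference of the NSC effect between ASO and WT mice was tested gene by gene. For Igtp it was -1.05 log2 units (adjusted p = 1 from limma), for Irgm2 -1.04 and for Oasl2 -0.74, and for Cxcl10 it was 0.036. None of the 22180 genes passed in limma, with 807 at an unadjusted p under 0.05, where 1109 would be expected by chance. The gene lists with the largest differences were interferon gamma genes (median -0.32, camera, adjusted p = 0.000554, and adjusted p = 0.572 with an estimated correlation) and MHC class II genes (-0.32, adjusted p = 0.00625, and adjusted p = 0.5 with an estimated correlation), and for type I interferon genes the median was -0.14 (adjusted p = 0.00196, and adjusted p = 0.634 with an estimated correlation). A negative value is a lower NSC effect in ASO than in WT mice. Between ASO-Veh and WT-Veh mice, type I interferon genes had a median of 0.017 (adjusted p = 0.21).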

Although expression changes in genes associated with innate immunity were observed between ASO and WT mice, the α-synuclein phenotype did not have a significant effect on NSC-related gene networks. This finding, which is consistent with our prior report that NSC survival and differentiation is equivalent between ASO and WT mice, suggests that transplanted NSCs can differentiate normally regardless of α-synuclein pathology (Additional files 4 and 5).

In addition to innate inflammatory responses, our results also point toward a role for the adaptive immune system in attenuating inflammation. Emerging evidence demonstrates that certain adaptive immune cells, such as T regulatory cells (Tregs) which have a pivotal role in maintaining immunological tolerance and inhibiting inflammatory responses, can play an important role in CNS repair [4, 7, 23, 51, 54]. For example, Chen et al. demonstrated that transplantation of human embryonic stem cell-derived neural precursor cells was associated with a reduction in neuroinflammation which correlated with an increased number of CD4(+)CD25(+)FOXP3(+) regulatory T cells and sustained clinical recovery in the mouse model of multiple sclerosis (MS) [23]. Moreover, our lab also recently described a potential cross-talk between T cells and microglia in an animal model of Alzheimer’s disease further implicating the adaptive immune system in neurodegenerative disease [67]. It is therefore likely that in the ASO model, multiple cell populations contribute to either inflammatory or immunomodulatory conditions that influence behavior, and that these populations respond to and modulate one another via both cytokine expression and direct cell-to-cell interactions.

This unbiased network analysis of DLB mouse transcriptomes also provides an interesting perspective on α-synuclein related pathology, emphasizing aspects of pathology which can be rescued by NSC transplantation. Networks were enriched in genes associated with mitochondrial and lysosomal function, neurotransmission as well as synaptic plasticity. Mitochondrial dysfunction is prevalent in synucleinopathies as evidenced by clinical findings in patients with PD/DLB who carry genetic mutations of genes *LRRK2* and *PINK1* which are associated with mitochondrial function [38, 53, 100]. However, mitochondrial impairment can also result from α-synuclein over-abundance independently of *LRRK2* or *PINK1* mutations [36, 68, 91]. Our functional annotation implied an over-active state of mitochondrial function in ASO mice characterized by an increase in oxidative stress, apoptosis and DNA damage that was somewhat diminished by NSC transplantation. Similar findings were described in transgenic mice overexpressing the A53T α-synuclein mutation which showed regional associations between mutant protein and neuronal death, dysfunctional mitochondrial protein complex I, increased oxidative stress, and DNA damage [68]. Precisely, how NSC transplantation modulates these systems remains unclear, but these data nevertheless highlight an important new mechanism by which NSC transplantation may influence brain function.

One of the native functions of α-synuclein is the modulation of vesicles at the pre-synaptic terminal, a process that is critical for synaptic signaling [20, 21, 87, 101]. Our network analysis identified several modules associated with changes in dopaminergic, cholinergic, GABAergic, and glutamatergic neurotransmitter systems in response to NSC treatment. Those modules that were enriched in genes related to dopaminergic system also indicated an increased activity in D1 and D2 receptor expressing GABAergic medium spiny neurons as well as modulation in synaptic transmission, postsynaptic density and calcium signaling. These changes in neurotransmitter systems likely relate to our prior findings that mature BDNF produced by NSCs and astrocytes in the striatum is important for NSC-induced behavioral recovery [41]. Binding of BDNF to TrkB receptors which are expressed in striatal medium spiny neurons likely promotes the restoration of normal dendritic morphogenesis. Likewise, binding and subsequent retrograde transport of BDNF/TrkB signaling endosomes in corticostriatal glutamatergic and nigrostriatal dopaminergic projections likely also influences the function and health of substance nigra and cortical neurons that project to the striatum [10, 113].

This analysis uncovered several interesting hub genes in connection to alpha-synuclein pathology and NSC related recovery including *Itpr1*, which has been associated with dopaminergic and Ca^2+^ signaling. This gene encodes a ligand-gated ion channel, an intracellular receptor for inositol 1,4,5-trisphosphate molecules which is highly expressed in neurons [110] and deletions of *Itpr1* are known to cause spinocerebellar ataxia [47]. Furthermore, activation of D1 dopamine receptors within the nucleus accumbens induces Ca^2+^ signals which are critical for neuronal excitability and synaptic plasticity [95]. Thus further investigation of *Itpr1* functions in ASO mice could reveal additional insight about the potential dysregulation of Ca^2+^ homeostasis induced by alpha-synuclein pathology. Another interesting hub gene identified in our analysis is *Elavl4* as several lines of evidence specify roles for this gene in neuronal plasticity, recovery from axonal injury, and learning and memory [84]. In addition, genetic variants in human *ELAVL4* have been associated with age of onset in Parkinson disease (PD) [35]. Besides its role in mRNA stabilization in the brain, the functions of *Elavl4* are still emerging. Therefore, future studies aimed at manipulating *Elavl4* expression in the context of ASO mice and NSC transplantation could uncover important additional roles for this gene in DLB pathogenesis and NSC-mediated behavioral recovery.

## Conclusion

Taken together, our data suggest that NSC transplantation influences multiple gene networks and interacts with endogenous neural and immune cells to improve cognitive and motor behavior in DLB mice. Our analysis greatly extends our prior findings to implicate NSC-induced changes in synaptic plasticity, mitochondrial and lysosomal function, and both innate and adaptive immunity in functional recovery (Additional file 2: Figure S8). It also highlights the potential use of WGCNA analysis to uncover candidate genes such as *Elav﻿l1*and *Itpr1* that may be critically involved in the pathogenesis and/or potential treatment of DLB and warrant further investigation.

## Additional files

Additional file 1: RNA_quality_measurments. Table S2. contains RNA related quality measurements including A260, A280, 260/280, 260/230 and RNA integrity number (RIN). (XLSX 11 kb)
Additional file 2: This file contains six supplemental figures. **Figure S1.** outlines neural stem cell transplantation strategy and WGCNA workflow. **Figure S2.** illustrates result of RNA degradation analysis. **Figure S3.** demonstrates the result of Quality Control (QC) Analysis of gene expression. **Figure S4.** illustrates a dendrogram produced by average linkage hierarchical clustering of approximately 12,00 genes based on the topological overlap matrix (TOM) as input similarities. **Figure S5.** visualizes the association between consensus module eigengenes and quantitative phenotypes related to NSC engraftment. **Figure S6.** depicts a heatmap, visualizing genotype specific gene expression pattern in association to innate immunity. **Figure S7.** shows an enlarged version of Fig. 4D. **Figure S8.** demonstrates a module eigengene (ME) network of 11 significant modules. (PDF 980 kb)
Additional file 3: Codes_and_Parameters. The documents contains codes and parameters used in WGCNA, GSEA and CSEA analysis. (PDF 56 kb)
Additional file 4: GSEA_result. The file contains the result of Gene Set Enrichment Analysis (GSEA) which detects coordinated changes in pre-specified sets of related genes (13 modules) between treatment groups. Each tab of file indicates two conditions in which differential expression of each module as a gene set was tested (tab1: ASO-Veh vs ASO-NSC; tab2: ASO-NSC vs WT-Veh; tab3: WT-NSC vs WT-Veh; tab4 ASO-Veh vs WT-Veh; tab5 ASO-NSC vs WT-NSC). In each tab, first column indicates a module as gene set, the second column indicates the size of the module gene set and the following columns display GSEA statistics. Modules were considered statistically significant at FDR q-val < 0.05. (XLSX 137 kb)
Additional file 5: Pathways_altered_in_ASO_mice_and_NSC_transplantation. Significant differentially regulated pathways between treatment groups summarized in Table S3. The analysis based on GSEA result and CluGo group term cluster annotation which determines the most representative GO term of a cluster of similar biological processes. The first column describes experimental group contrasts, the second columns indicates the significantly differentially expressed module gene sets (Additional file 4) between conditions; the third, fourth and fifth columns contain pathway information of annotated gene sets. Table contains potential dysregulated pathways associated with ASO genotype that are significantly different between ASO-Veh and WT-Veh conditions and pathways that are altered differently in ASO-Veh and ASO-NSC conditions. The overlap of pathway and Module eigegenes direction (Fig. 1, Additional file 4: tab6) between the two contrasts suggest that NSC treatment can alter ASO associated pathways. Pathways that are altered differently in ASO-NSC and WT-NSC conditions suggest an ASO genotype interaction with NSC treatment. (XLSX 359 kb)
Additional file 6: SignificantModules_geneKME_and_phenoCorrelation. Summary output of network analysis result. Each tab of the file is designated to a module. First column of the tab displays gene symbol of genes assigned to the module. Second and third colums indicate color assignment and module number. Fourth column contains intramodular connectivity (KME) (also known as degree) for each gene in the module and the rest of the columns correspond to correlation values of genes for each quantitative phenotypes. (XLSX 725 kb)
Additional file 7: ModuleAnnotation_internalCollection_enrichWGCNA. The file contains the most significant results, description and statistical information of enrichment analyses. Columns are labeled as followed: module number, module color, rank of the significant result, precomputed gene set IDs implemented in WGCNA (dataSetID), data set name (dataSetName), name of gene set library (inGroups), pValue, Bonferroni corrected *p* value, FDR corrected *p* value, the number pf overlapping genes between the gene set and the module (nCommonGenes), ratio of the overlapping genes and the size of module (fracOfEffectiveClassSize), module size (effectiveClassSize), ratio of overlapping genes and the gene set size (fracOfEffectiveSetSize), size of the gene set (effectiveSetSize), name of the gene set (shortDataSetName), symbols of the overlapping genes (overlapGenes). (XLSX 70 kb)
Additional file 8: ModuleAnnotation_CluGo. The result of enrichment analyses performed by CluGO in Cytoscape. ClueGO integrates Gene Ontology (GO) terms as well as pathways and creates a functionally organized GO-pathway term network [14]. Each tab of the file is designated to a module. The columns of each tabs correspond to the significant gene ontology (GO) terms with related single term and group (network) *p*-values in addition to genes associated with GO term. (XLSX 1913 kb)
Additional file 9: ModuleAnnotation_GOenrichmentWGCNA. Supplemantary Gene Ontology Annotation performed in WGCNA. This file contains the first 25 most significant annotation terms for each module based on Gene Ontology gene sets enrichment analysis implemented in WGCNA. Columns in the file are labeled as followed: rank of the significant result (rank), module number (module), module size (modSize), the number of gene from the module that are included in the analysis (bkgrModSize), the size of GO gene set (bkgrTermSize), the number of overlapping genes from the module with GO gene set (nModGenesInTerm), ratio of overlapping gene (nModGenesInTerm) and size of effective module (bkgrModSize), ratio of overlapping gene nModGenesInTerm) and size of GO gene set, enrichment *P* value, Bonferroni corrected P, GO ID (termID), GO term, GO term name and GO term definition. (XLSX 81 kb)
Additional file 10: ModuleAnnotation_enrichR_M1. Annotation result of M1 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 2936 kb)
Additional file 11: ModuleAnnotation_enrichR_M2. Annotation result of M2 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 822 kb)
Additional file 12: ModuleAnnotation_enrichR_M3. Annotation result of M3 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 1032 kb)
Additional file 13: ModuleAnnotation_enrichR_M4. Annotation result of M4 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 671 kb)
Additional file 14: ModuleAnnotation_enrichR_M10. Annotation result of M10 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 350 kb)
Additional file 15: ModuleAnnotation_enrichR_M11. Annotation result of M11 performed in enrichR. Each tab of the file is the outcome of a gene set library enrichment analysis implemented in enrichR. (XLSX 433 kb)
Additional file 16: ModuleAnnotation_enrichR_M13. Annotation result of M13 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publication [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 216 kb)
Additional file 17: ModuleAnnotation_enrichR_M15. Annotation result of M15 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 431 kb)
Additional file 18: ModuleAnnotation_enrichR_M16. Annotation result of M16 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 125 kb)
Additional file 19: ModuleAnnotation_enrichR_M17. Annotation result of M17 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 412 kb)
Additional file 20: ModuleAnnotation_enrichR_M18. Annotation result of M18 performed in enrichR. EnrichR currently contains annotated gene sets from 102 gene set libraries organized in 8 categories. Details of the gene set libraries in EnrichrR can be found in publications [25, 56]. Each tab of the file contains gene sets of a particular library that was found to be enriched in the module. The first column represent the gene set (Term), the second column shows the ratio of overlapping module genes with the gene set (Overlap), the following four columns are related to statistics (*P*-value, Adjusted *P*-value, Z-score, Combined Score) and the fifth column shows the symbols of the overlapping genes. The gene sets are ranked by combined score. (XLSX 72 kb)

## Abbreviations

ASO: Overexpressed wild-type human α-synuclein
BDNF: Brain–derived neurotrophic factor
BT: Beam Transversal
DLB: Dementia with Lewy Body
GLT-1: Glutamate type I transporter
NO: Novel Object
NP: Novel Place
NSCs: Neural stem cells
WGCNA: Weighted co-expression network analysis

# Supplementary material for: Integrated analysis of genetic, behavioral, and biochemical data implicates neural stem cell-induced changes in immunity, neurotransmission and mitochondrial function in Dementia with Lewy Body mice
**Source:** Acta Neuropathol Commun. 2017 Mar 10;5:21. doi: 10.1186/s40478-017-0421-0
**Supplement:** Additional file 2: — This file contains six supplemental figures. Figure S1. outlines neural stem cell transplantation strategy and WGCNA workflow. Figure S2. illustrates result of RNA degradation analysis. Figure S3. demonstrates the result of Quality Control (QC) Analysis of gene expression. Figure S4. illustrates a dendrogram produced by average linkage hierarchical clustering of approximately 12,00 genes based on the topological overlap matrix (TOM) as input similarities. Figure S5. visualizes the association between consensus module eigengenes and quantitative phenotypes related to NSC engraftment. Figure S6. depicts a heatmap, visualizing genotype specific gene expression pattern in association to innate immunity. Figure S7. shows an enlarged version of Fig. 4D. Figure S8. demonstrates a module eigengene (ME) network of 11 significant modules.

A

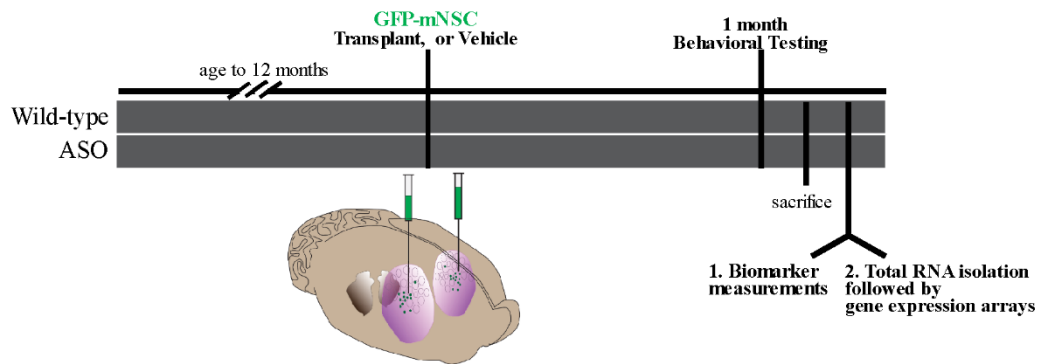

B

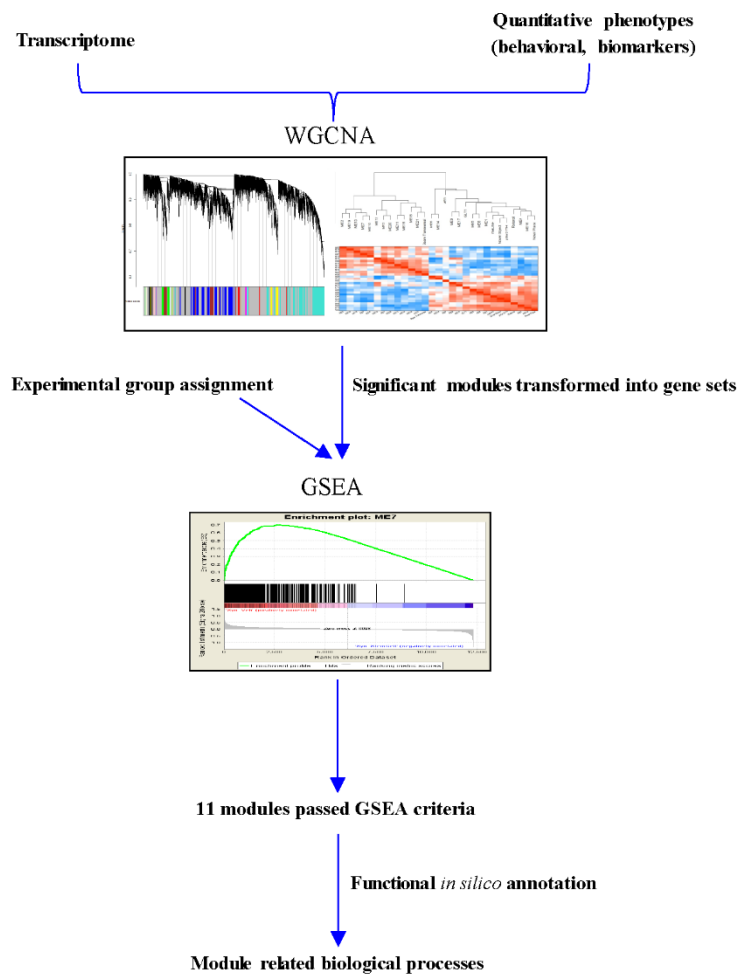

**Figure S1. Neural stem cell transplantation strategy and WGCNA workflow.** (A) Hippocampal/cortical NSCs derived from syngeneic GFP-transgenic mice at postnatal day 1 (P1) were grown as adherent monolayers and transplanted bilaterally into the dorsal striatum. Behavioral studies were performed beginning 1 month after transplantation. Motor function was tested by Rotarod pole and Beam Transversal tests, whereas cortical- and hippocampal-dependent learning and memory were examined using Novel Object and Novel Place Recognition paradigms. Mice were then sacrificed and striata microdissected for further assessment. Total RNA was isolated to assess gene expression and Western blots performed to measure BDNF, pSer31TH and GLT1 levels. (B) Striatal transcriptomes were integrated with the quantitative behavioral and biomarker phenotypes in WGCNA, identifying significant association between gene networks (modules) and phenotypes. Significant networks were combined with gene expression levels across experimental groups in GSEA to assess gene enrichment changes. Modules showing significant enrichment in ASO-Veh versus ASO-Veh comparison were subjected to *in silico* functional annotation.

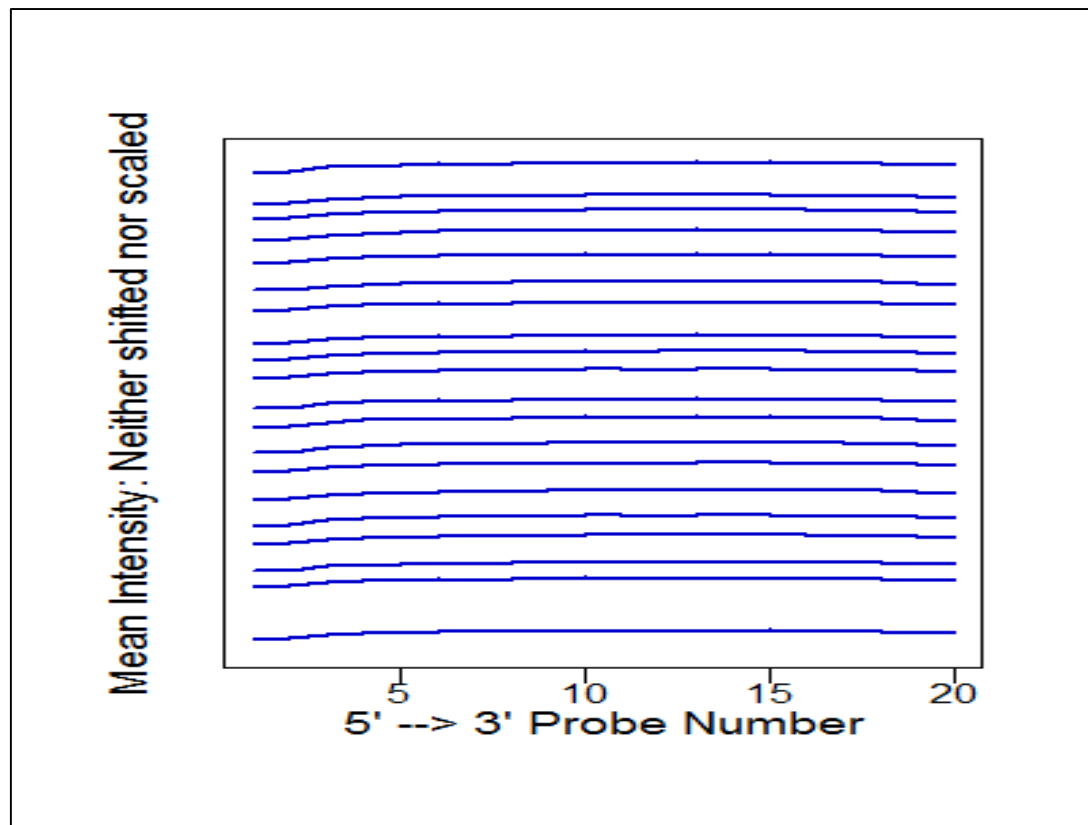

**Figure S2. RNA degradation plot.** The Affymetrix Mouse Gene 2.0 ST Array is designed with a median of 21 unique probes per transcript. Each unique probe is 25 bases in length measuring a median of 525 bases per transcript. Each line on the plot represents an individual sample (n=20). Degradation lines do not show substantially lower intensity at the 5' end relative to 3', therefore RNA quality is high and suggests no degradation in concordance with the reported RIN > 9 numbers.

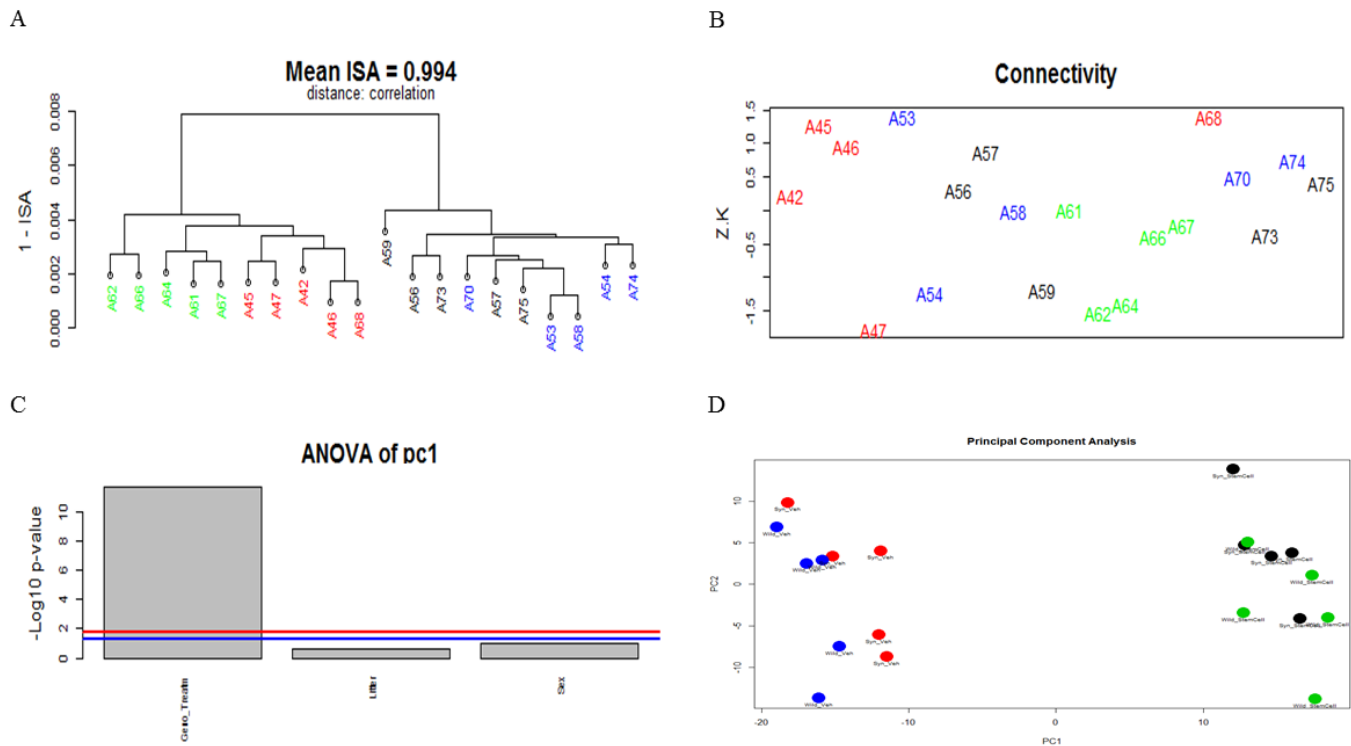

**Figure S3. Quality Control (QC) Analysis.** All transcriptome samples were subject to quantitative control (QC) analysis preceding network construction to detect any potential confounding effects and outliers. All samples were controlled for litter and sex by SampleNetwork implemented in ampleNetwork1.07 (Oldham et al 2012). **(A)** Sample relationships are depicted in a dendrogram with respect to a correlation matrix. Samples are clustered on the distance of mean intersample adjacency (ISA, or density). All samples cluster together tightly except A59 which is designated as outlier and left out from the association analysis. Samples are colored with respect to their group assignment. **(B)** An additional measurement of sample relationships uses the network concept of standardized connectivity. Standardized connectivity (Z.K) describes the overall strength of connections between a node and all of the other nodes in the network. Samples with lower than -2.5 of Z.K. are considered outliers. **(C)** Multivariate linear regression revealed a highly significant effect of genotype-treatment (Geno\_Treat) on the first principal component 1 (PC1) of the entire network (Blue line:  $P = .05$ ; red line: Bonferroni correction for multiple comparisons). **(D)** A principal component analysis (PCA) distributes samples based on PC1 and principal component 2 (PC2) expression. The separation between groups suggests a strong effect of stem cell engrafting on gene expression. Samples are colored with respect to their group assignment (green: WT-NSC; red: ASO-Veh; blue: WT-Veh; black: ASO-NSC).

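The first principal component of the 11090 more variable genes explained 25.2 percent of the variance of the 20 arrays. It was 0.61 ± 0.83 SD units in NSC mice and -0.61 ± 0.85 in vehicle mice (SD, n = 10 each), a difference of 1.21 (permutation test, p = 0.00577), and 5 of 10 NSC mice lay above every vehicle mouse. In litter 3, WT-NSC mouse 53 was at -0.41 and ASO-Veh mice 46 and 47 at -0.3 and 0.71. After sex and litter were removed with group kept in the design, NSC and vehicle mice differed more (permutation test, p = 3e-05) and all 10 NSC mice lay above every vehicle mouse. After the same removal without group in the design the difference was 0.26 (permutation test, p = 0.581). Only litter 3 held both treatments, so that removal takes most of any treatment difference out with the litters and cannot test the treatment. The 20 arrays themselves were also dealt at random to the labels of group, sex and litter. The removal with group kept then separated NSC from vehicle labels completely in 100 of 100 draws, and 0 of 100 were separated before it. The removal with no group in the design was chosen after the data were seen.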

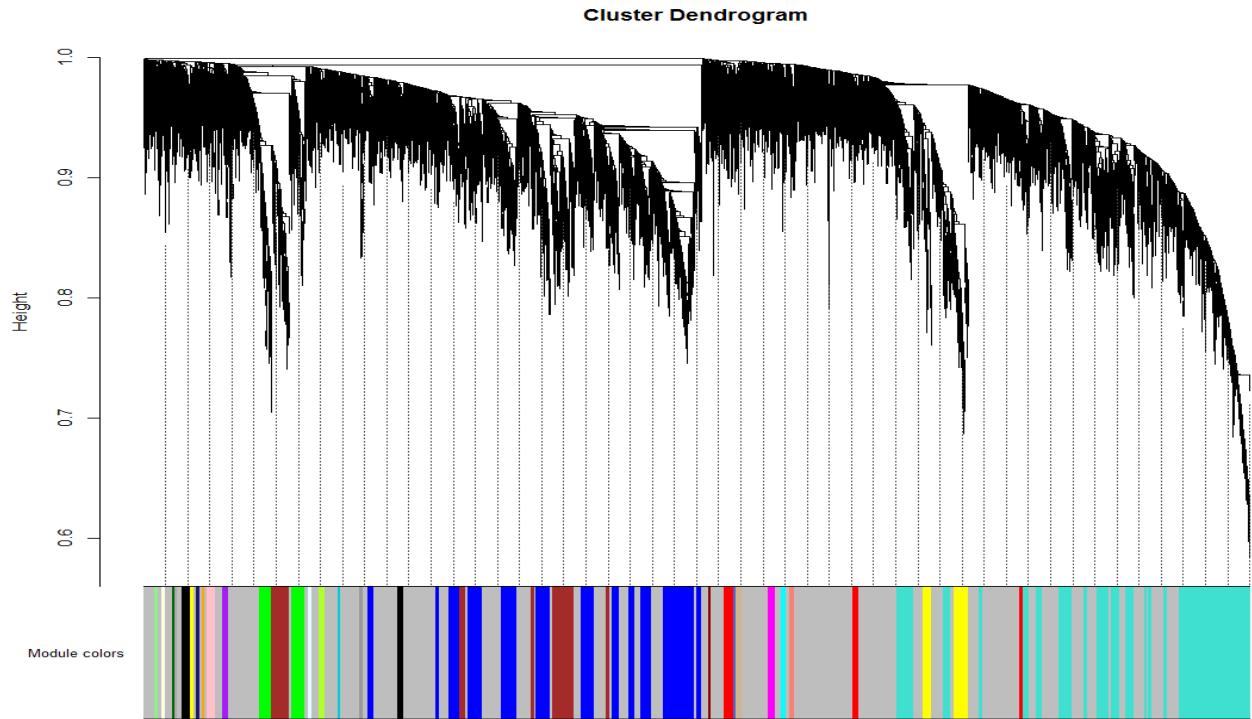

**Figure S4. WGCNA correlation network module clusters.** Approximately 12,00 genes in the mouse striatum cluster based on topological overlap (TO). Tightly correlated sets of genes are clustered using “biweight midcorrelation” (also called bicor) and “signed network” function implemented in WGCNA. All possible pairwise correlations are converted into measures of connection strength by taking their absolute values and raising them to a power of 20 ( $\beta=20$ ). The color bands provide a simple visual of module assignments representing a module.

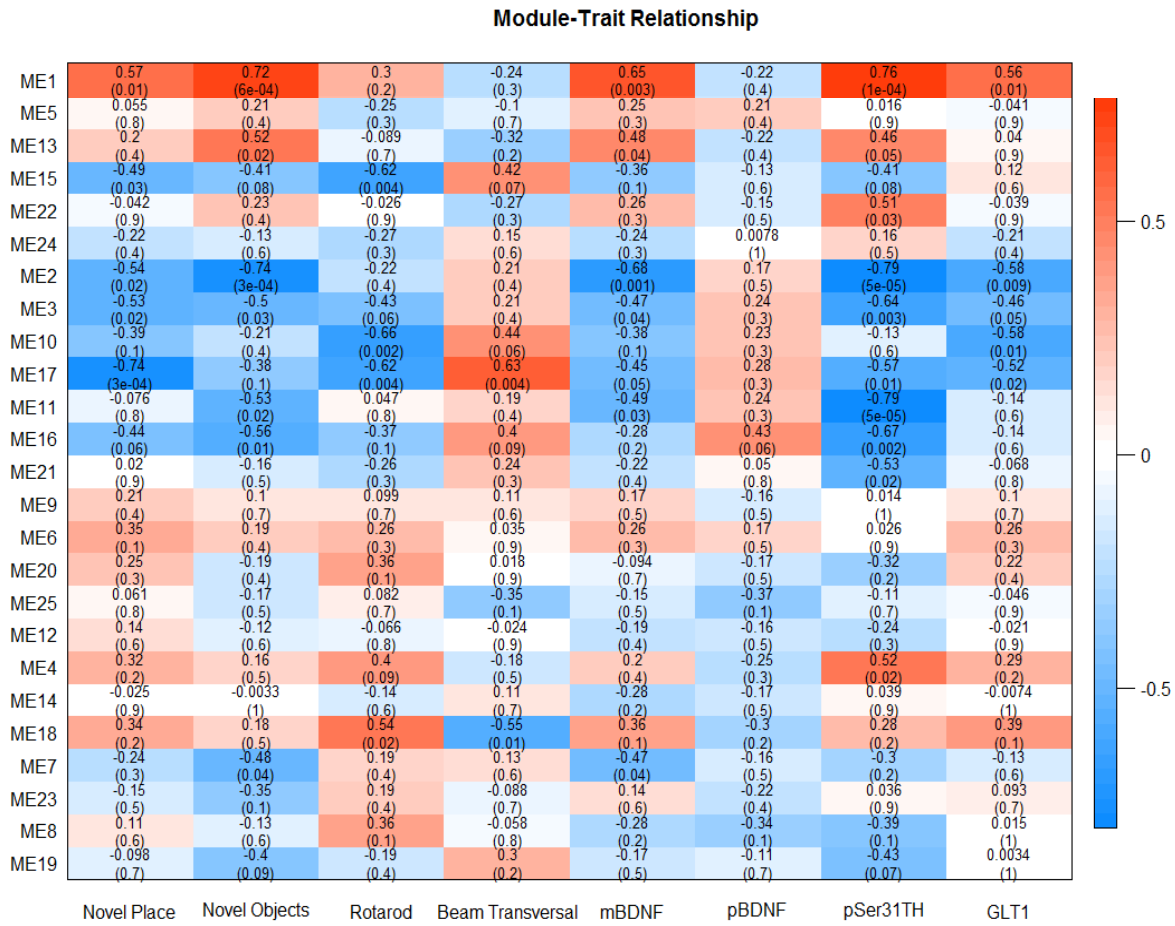

**Figure S5. Relationship of consensus module eigengenes and quantitative phenotypes related to NSC engraftment.** Each row in the table corresponds to a consensus module, and each column to a quantitative phenotype. Numbers in the table show the correlation values ( $r$ ) of the corresponding module eigengenes and phenotypes with the p-values printed below in parentheses. The table is color coded by correlation strength and direction according to the color legend. Red represents a positive correlation and blue represent a negative correlation between module and phenotype.

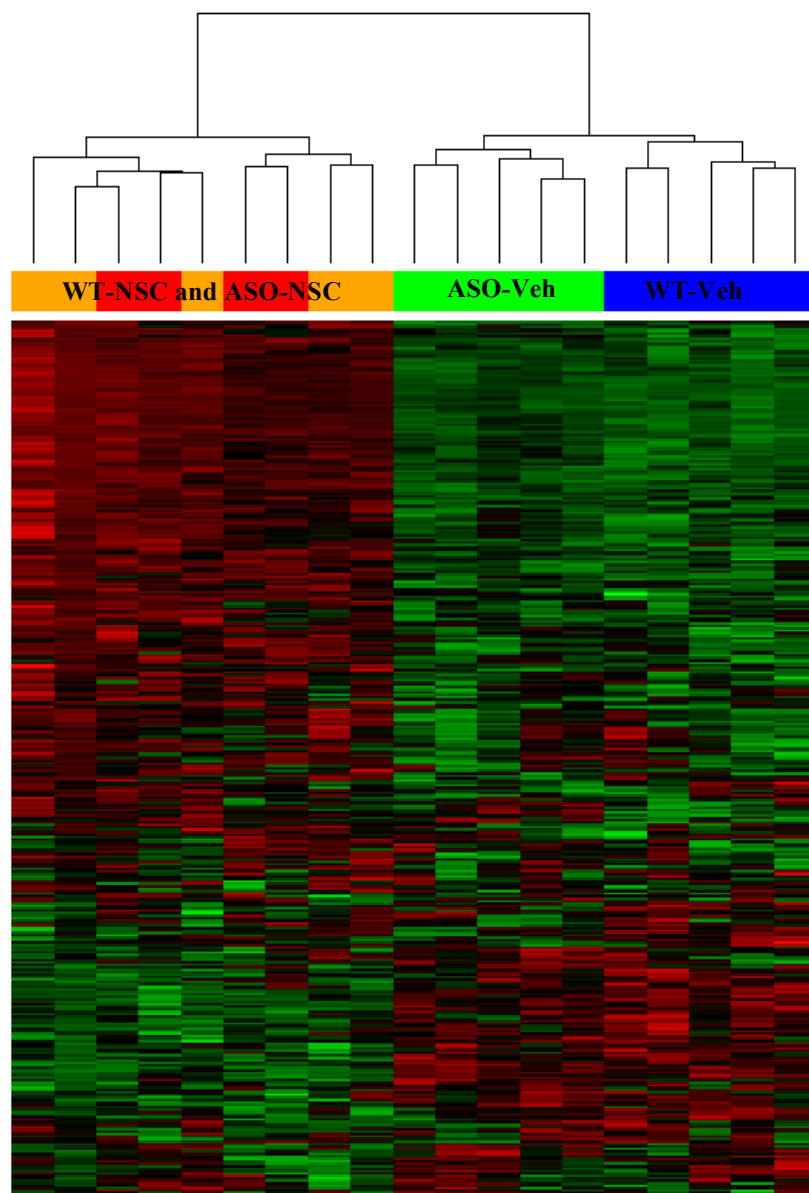

**Figure S6. Heatmap visualization of gene expression associated with Innate Immunity.** Genes identified as part of innate immunity (InnateDB, <http://www.innatedb.com>) were subjected to unsupervised clustering. The clustering revealed a distinct separation between WT-Veh (blue) and ASO-Veh mice (light green) and an overall grouping of all stem cell treated animals regardless of genotype (WT-NSC:orange) and ASO-NSC:red)

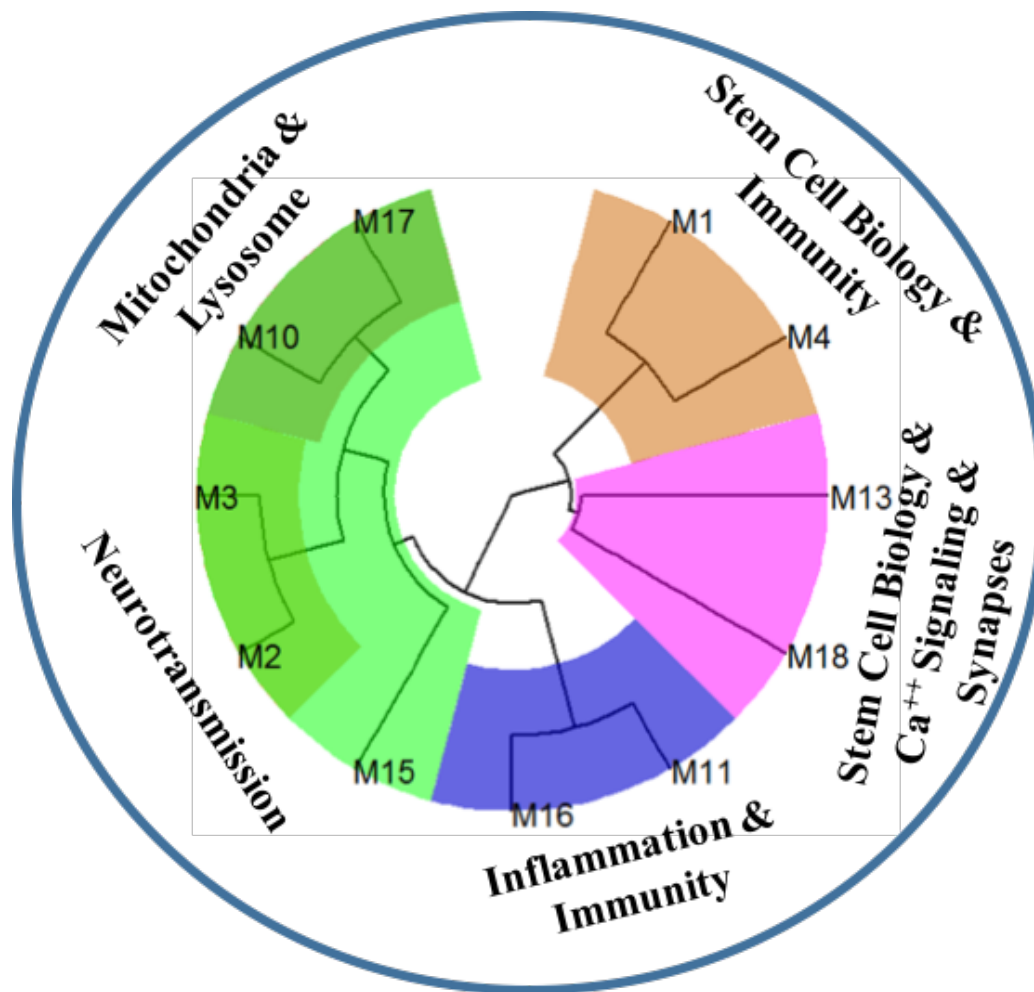

**Figure S8. Module EigenGene (ME) Network.** The overall ME network reveals modules with similar expression patterns as well as related functional categories. A broader functional annotation of M1 and M4 is related to stem cell biology, and inflammation and immunity. M13 and M18 highlights potential biological processes related to stem cell biology and synaptic activity. M11 and M16 are rather associated to a modulated inflammatory state. M2 and M3 underscore the multiple neurotransmitter systems in striatum. M10 and M17 implicate mitochondrial and lysosomal related biological processes.

How the deposited data were processed for this re-analysis (not part of the article)

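The deposited table holds 1 value per transcript cluster and mouse for 20 striatal samples, 5 in each of the groups WT-Veh, WT-NSC, ASO-Veh and ASO-NSC, hybridised to Affymetrix Mouse Gene 2.0 ST arrays. The values are log2 intensities that the authors made with RMA in the oligo package, which corrects background, normalizes across arrays and summarizes probes. The paper's variance filter is not applied in the deposited table, and its values show no correction for sex. Whether litter was corrected for cannot be read from the values. Group, litter, sex and RNA integrity were taken from the sample labels, and group also from the paper's supplementary table of animals, which does not list ASO-Veh mouse 42. Each mouse is a replicate, and arrays give no depth, so the number of mice limits the precision.

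Of 41345 transcript clusters, 25335 carried an annotation, 16010 carried none, 1814 named several symbols and 23521 named 1 symbol. The latter gave 22180 genes, and for the 1082 genes with more than 1 probe set the one with the highest interquartile range was used. The 19 arrays of the paper's network were the main samples, without ASO-NSC mouse 59, and connectivity and the principal components used all 20. Genes were compared with limma 3.58.1 in R 4.3.3, with a coefficient for each group and for the labelled sex and 5 contrasts of groups plus the difference of the NSC effect between ASO and WT mice, at an adjusted p under 0.05 (Benjamini-Hochberg). The residual and prior degrees of freedom together were 18.21, and the correlation within litters was -0.009. Gene lists, 42 of them with a further one for the sex check, were chosen before the data were examined from textbook markers, complexes and pathways, and were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, each adjusted over 252 tests. Medians of lists and modules are medians of limma's log2 differences. List means per mouse are not adjusted for sex. Overlap of lists with M1 and M2 was tested with Fisher's exact test, two-sided, among the 11090 more variable genes and adjusted over all lists and both modules. The other modules were held in part and were not tested for overlap.

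Module summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. The eigengene of a module was the first principal component of its scaled genes, oriented to their mean, and groups were compared by exact permutation tests adjusted over 8 tests. Enrichment scores followed GSEA, with the signal-to-noise ratio (SD floor of 0.2 times the mean), weight 1 and 1000 gene-set permutations, adjusted over 10 tests. Connectivity (Z.K) used the mean signed adjacency of each array. The first component of all arrays was compared between NSC and vehicle mice with 100000 permutations. Correlations of effects across genes were set beside 100 dealings of residual arrays to the labels, and the results of limma and GSEA beside up to 100 other splits of the arrays.

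Before use, the code was tested on simulated data. Of 100 genes raised or lowered by 0.5 log2 units in 22180, 75 were called for ASO and 73 for WT mice. When the change was 1, 99 of 100 were called for both, with 6 and 8 unchanged genes among 180 called. The noise was drawn independently for each gene, without litters or correlation between genes, so these shares need not hold for the real arrays. Random null sets were called by GSEA in 10.0 percent of cases, sets raised by 0.3 in 100.0 percent, and planted eigengenes were recovered with correlations of at least 0.997.

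Genes named in the text were drawn from the measured genes that the paper's text or Table 1 names, the 10 largest changes per direction among genes past the threshold whose groups lie apart, and up to 4 members of each described list with the largest moderated statistic. Some genes that the paper names are not given in the text. The paper's kME values and correlations had been seen when that rule was written. The members listed as calls within a list go by the list and not by this rule. Alternatives were all 20 arrays, no sex term, sex with RNA integrity, litter as a fixed or random block, only the groups compared, a trended and robust prior, the mean of probe sets, 2 filters, median centring, Welch's test per gene, leaving out each mouse, and for modules other rankings, weights, summaries and the removal of sex and litter. Itpr1 had no probe set with a single symbol and was not analysed here. Behavior and protein measures of single animals were not used here.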

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

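The tests of microglia content and of exchanged arrays were chosen only after the result was seen.

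NSC and vehicle mice were fully apart on the first principal component once sex and litter were removed with group kept in the design, and M1 genes were higher and M2 genes lower with NSCs. That removal separated randomly dealt labels in 100 of 100 draws, so full separation after it is consistent with the removal alone. Nothing here argues against the removal as the whole source of the full separation. Before it the 10 NSC and 10 vehicle mice differed by 1.21 SD units, with 5 of 10 NSC mice above every vehicle mouse. In litter 3 the NSC mouse at -0.41 lay below both vehicle mice, at -0.3 and 0.71, before the removal. A removal without group left 0.259, but it takes the treatment out with the litters, since only litter 3 held both, so it cannot decide this. An array-wide shift of dim against bright genes leaves 84.4 percent of the M1 minus M2 difference in ASO mice and 70.0 percent in WT mice once genes of the same level are subtracted, and since the study chose both modules on these arrays, a remaining shift and a response of the tissue cannot be told apart. A response to NSCs stays open, as do the litters that follow the treatment.

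Type I interferon genes were higher with NSCs by a median of 0.40 log2 units in ASO and 0.62 in WT mice, a group that the paper reports as annotation terms of M1. Wrong labels on the 5 arrays with contradicting sex genes are argued against, since at least 97.0 percent of the median remained without them. More microglia of the usual kind are argued against as the whole source, since the median of homeostatic markers was at most 28.0 percent of the interferon median. A difference between litters cannot be told apart from the treatment, because only litter 3 holds both: means of NSC litters differed by up to 0.515 (7.28 in litter 3, 7.069 in litter 4 and 6.765 in litter 6), which is 0.95 of the 0.541 between NSC and vehicle mice, while vehicle litters differed by up to 0.045. With litter as a fixed block the medians were larger in both genotypes, but that comparison of treatments rests on the single NSC array of litter 3, so a response to the grafted cells stays open.

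The sex genes contradicted the label in 5 arrays, 4 of them from vehicle mice. Arrays exchanged among the 20 mice are argued against as the only source, since an exchange keeps the number of males and 7 arrays had the male pattern where 10 mice are labelled male. Sex entered wrongly or samples from other mice stay open and were not tested, and no biological explanation was tested.

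In 5 of 144 groups of mice 1 value lay far from the others, and chance gives about 1 in 20. Z.K of ASO-Veh mouse 47 was -1.62, with the other ASO-Veh mice between 0.23 and 0.98. The mean of activated microglia genes was 7.59 log2 units in WT-NSC mouse 58 and 6.91 to 7.07 in the other WT-NSC mice. Casq1 was at 4.95 in ASO-Veh mouse 47 and 5.21 to 5.32 in the others. Cxcl13 was at 7.97 in ASO-NSC mouse 75 and 6.93 to 6.98 in the others. Gm4951 was at 6.27 in ASO-NSC mouse 56 and 6.95 to 7.08 in the others. Rarres1, which the paper does not discuss, was higher in ASO-NSC than in WT-NSC mice by 0.76, and Vav1 in ASO-NSC than in ASO-Veh mice by 0.41.

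For 15 lists the NSC effect differed between ASO and WT mice by camera, as the median of ASO minus WT in log2 units, and none of these calls holds with an estimated correlation (adjusted p of at least 0.172). They were type I interferon response -0.14 (adjusted p = 0.00196), interferon gamma response -0.32 (adjusted p = 0.000554), MHC class I antigen presentation -0.15 (adjusted p = 0.00133), MHC class II antigen presentation -0.32 (adjusted p = 0.00625), complement -0.19 (adjusted p = 0.0382), innate immune sensing -0.066 (adjusted p = 0.0124), homeostatic microglia -0.078 (adjusted p = 0.0155), activated microglia and macrophages -0.11 (adjusted p = 0.0247), spiny neurons, shared -0.082 (adjusted p = 0.0316), cortical glutamatergic neurons -0.16 (adjusted p = 0.00793), ependymal cells and motile cilia 0.18 (adjusted p = 0.00112), respiratory chain complex I, nuclear genes -0.089 (adjusted p = 4.13e-05), mitochondrial ribosome -0.076 (adjusted p = 8.11e-05), cytosolic ribosomal proteins -0.042 (adjusted p = 0.0319) and cell proliferation -0.097 (adjusted p = 2.35e-05).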

How the results depend on the processing

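The alternatives with the sex taken from Xist and Y-linked genes, those without the 5 arrays whose sex genes differ from the label, the lists with litter as a fixed block, the GSEA scores with plain SDs or with sex and litter removed, the first component after that removal, the correlation of each eigengene with that of the main setting, the nearest array of another litter, and the correlation of the NSC effects with all its settings were chosen only after the result was seen. Of 218 comparisons of a leading result with an alternative other than leaving out a mouse, 157 kept direction and side of the threshold (counts within 1.5 times). For eigengenes, GSEA scores and the first component any turned sign counts as reversed, and for list and gene values a turned sign counts as reversed where the value was called under either setting. Where no reason is given, the cause was not tested. No paired analysis was possible because each mouse carries its own number. The fit of only 2 groups and Welch's test give no value for the difference of the NSC effect, and the within-litter fit gives values only for the genotype comparisons under the same treatment.

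Genes changed between ASO-NSC and ASO-Veh mice numbered 2, and 1 with all 20 arrays, with no sex term, with the trended and robust prior, among the more variable 50 percent or with median centring, 0 with litter as a fixed block, with only the 2 groups, with Welch's test per gene or without the 5 arrays, and 4 with sex from the genes. Between WT-NSC and WT-Veh mice the 96 were 2 with litter as a fixed block, 5 with only the 2 groups (where fewer arrays estimate the spread), 0 with Welch's test and 2 without the 5 arrays. For ASO-Veh against WT-Veh mice 1 gene passed with the trended and robust prior. Between ASO-NSC and WT-NSC mice the 1 gene held with litter as a fixed or random block and became 0 with only the 2 groups, with Welch's test, within litters and without the 5 arrays. Between ASO-NSC and WT-Veh mice the 3 were 17 with all 20 arrays, 11 with sex and RNA integrity, 13 among the more variable 50 percent, 5 at a mean level of at least 5, 0 with litter as a fixed block or Welch's test, and 1 without the 5 arrays. Without 1 mouse, the counts ran from 0 to 3, 4 to 277, 0 to 0, 0 to 1, 0 to 9, and for the difference of the NSC effect 0 to 0. For ASO-NSC against ASO-Veh they were 1 without ASO-Veh 45, WT-NSC 53 or 54, ASO-NSC 56 or WT-Veh 64, and 0 without ASO-Veh 42, 46, 47 or 68, ASO-NSC 57, 73 or 75, WT-Veh 61, 66 or 67 or WT-NSC 74. For WT-NSC against WT-Veh they were 4 without WT-Veh 61, 6 without WT-NSC 58, 23 without WT-Veh 66, 26 without WT-Veh 62, 29 without WT-NSC 53 or 70 and 277 without WT-Veh 67. For ASO-NSC against WT-NSC they were 0 without ASO-Veh 46 or 68, WT-NSC 53, 54, 58, 70 or 74, ASO-NSC 56, 57 or 75, or WT-Veh 64 or 67. For ASO-NSC against WT-Veh they were 0 without ASO-NSC 57 or 75 or WT-Veh 61 or 67, 1 without ASO-Veh 42 or 45, ASO-NSC 56 or WT-Veh 62 or 64, 5 without ASO-Veh 47 or 68 or WT-NSC 70, 7 without WT-NSC 58 and 9 without WT-NSC 54.

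The M1 eigengene difference of 1.45 between ASO-NSC and ASO-Veh mice lost its call as the mean of scaled values (0.889), at a mean level of at least 5 (1.49, where only the adjustment over the other tests ended the call) and without the 5 arrays (1.59, where 4 against 3 mice allow no exact p under 0.0286). With median centring it had the opposite sign (-1.06), as did that between WT-NSC and WT-Veh mice (-1.3), because the component was turned over (correlation -0.827 with the main one). Oriented as in the main setting the ASO difference was 1.06 and not called. The WT difference passed with sex and litter removed (2.0). Between ASO-Veh and WT-Veh mice M1 passed with sex and litter removed (0.234) and reversed as the mean of scaled values (-0.458), with centring (-0.349, for the same reason), at a mean level of at least 5 (-0.042) and without the 5 arrays (-0.499). Between ASO-NSC and WT-NSC mice it reversed with all 20 arrays (0.028) and with sex and litter removed (0.048). The M2 eigengene between ASO-NSC and ASO-Veh mice lost its call as the mean of scaled values (-1.06), with centring (-1.3), at a mean level of at least 5 (-0.984) and without the 5 arrays (-1.18, with the same limit). With sex and litter removed it passed between WT-NSC and WT-Veh mice (-1.96) and reversed between ASO-NSC and WT-NSC mice (-0.153), and between ASO-Veh and WT-Veh mice it reversed as the mean of scaled values (0.315), with centring (0.147) and without the 5 arrays (0.388). Without 1 mouse, M1 ran from 1.3 to 1.62 and M2 from -1.25 to -0.793 between ASO-NSC and ASO-Veh mice, and each of the 9 mice left out ended both calls, where fewer mice raise the smallest possible exact p. The ranges were 1.46 to 1.88 and -1.71 to -1.09 between WT-NSC and WT-Veh mice (M1 passed at 1.88 without WT-Veh 67), -0.312 to 0.299 and -0.367 to 0.317 between ASO-Veh and WT-Veh mice, and -0.528 to 0.084 and 0.049 to 0.633 between ASO-NSC and WT-NSC mice (M1 reversed at 0.084 without ASO-NSC 73). For ASO-Veh against WT-Veh, M1 reversed without ASO-Veh 45 (-0.069) or 68 (-0.081) or WT-Veh 62 (-0.312) or 66 (-0.31), and M2 without ASO-Veh 45 (0.038) or WT-Veh 61 (0.081), 62 (0.058) or 66 (0.317).

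GSEA of M1 between ASO-Veh and WT-Veh mice passed with the log2 fold change ranking (-0.226), all genes (-0.256), the unweighted score (-0.06) and plain SDs (-0.247). With sex and litter removed it reversed (0.481), as did M1 between ASO-NSC and WT-NSC mice (0.204) and M2 in these comparisons (-0.404 and -0.291), the latter of which lost its call with plain SDs (0.206). Without 1 mouse, M1 scores ran from 0.356 to 0.535 for ASO-NSC against ASO-Veh, 0.414 to 0.603 for WT-NSC against WT-Veh, -0.27 to 0.313 for ASO-Veh against WT-Veh, -0.429 to 0.22 for ASO-NSC against WT-NSC and 0.388 to 0.467 for ASO-NSC against WT-Veh, and M2 scores from -0.572 to -0.371, -0.492 to -0.248, 0.279 to 0.502, -0.287 to 0.425 and -0.371 to -0.276. M1 for ASO-Veh against WT-Veh was called at -0.251 without ASO-Veh 45, -0.27 without ASO-Veh 68 and, reversed, 0.313 without ASO-Veh 47, it also reversed without ASO-Veh 46 (0.216) or WT-Veh 62 (0.164) or 66 (0.21), and both scores for ASO-NSC against WT-NSC turned without WT-NSC 53. The first component differed by 0.259 with sex and litter removed and no group, and by 1.11 to 1.35 without 1 mouse. Over all genes 1 array was below the Z.K limit. The correlation of genotype and NSC effects was 0.111 when ASO-Veh mice were split and -0.346 to -0.051 without 1 mouse (-0.051 without WT-Veh 67), and that of the NSC effects 0.83 with litter as a fixed block, which rests on 1 NSC array, and 0.372 to 0.516 without 1 mouse.

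Of 74 list calls, 0 held with an estimated correlation, 13 with fry, 72 with all 20 arrays, 59 in the more variable 50 percent, 72 with litter as a random block, 73 with centring, 64 with sex from the genes, 43 with litter as a fixed block and 53 without the 5 arrays. List medians that reversed with litter as a fixed block were, for ASO-NSC against ASO-Veh, homeostatic microglia -0.023, shared spiny neuron markers 0.213, calcium signalling 0.061 and choroid plexus -0.193, for WT-NSC against WT-Veh, oligodendrocyte progenitors -0.002, shared spiny neuron markers 0.294, cortical glutamatergic neurons -0.189 and keratins 0.008, and for ASO-Veh against WT-Veh, olfactory receptors -0.001 and vomeronasal receptors 0.000. With NSCs the lists called only with that block, which rests on the single NSC array of litter 3, were cortical glutamatergic neurons (-0.41) and meningeal fibroblasts (-0.283) in ASO mice and T lymphocytes (0.208) and shared spiny neuron markers (0.294) in WT mice. Without the 5 arrays, ependymal markers were -0.1 for WT-NSC against WT-Veh, and for ASO-Veh against WT-Veh shared spiny neuron markers were 0.074, the mitochondrial ribosome 0.000 and lysosome genes -0.014. Of 53 calls of named genes, 47 held with all 20 arrays, 53 with litter as a random block, 2 with litter as a fixed block, 53 with the mean of probe sets, 50 with sex from the genes and 1 without the 5 arrays, and none turned. Cxcl10 in ASO mice lost its call without 7 of 9 mice of its groups and Vav1 without each of 9, and in WT mice Rsad2 lost its call without 7 of 10 and Tlr3 without 8, while C4b, Cxcl10 and Rtp4 kept theirs without each of 10.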

Differences from the paper's values

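The removal of sex and litter with group kept in the design was, for the GSEA scores, chosen only after the result was seen. The GSEA scores of the modules differed from the paper's in size, and some in sign. An enrichment score or kME is called different where its sign differs or the gap exceeds the SD of the value here over fits that each leave out 1 mouse, and a normalized score where one is over 1.5 times the other. That SD shows how far single mice move a value and is smaller than a standard error. Values called different by it may thus lie within sampling error. For M1 and ASO-NSC against ASO-Veh mice the paper's value is 0.776422 and the value here 0.484, and for M2 the paper's is -0.748375 and the value here -0.517. For ASO-NSC against WT-Veh mice the paper's values are 0.7658 for M1 and -0.749263 for M2, and the values here 0.436 and -0.326. For WT-NSC against WT-Veh mice the paper gives normalized scores of 4.78679 for M1 and -4.62925 for M2, and the values here were 3.1 and -2.19. For ASO-Veh against WT-Veh mice the paper's values are 0.338238 for M1 and -0.206674 for M2, and the values here -0.186 and 0.436. For ASO-NSC against WT-NSC mice the paper's value for M1 is 0.101619 and the value here -0.342. Under each alternative set before the data were examined (all 20 arrays, ranking by log2 fold change, all genes with a symbol, unweighted score) all of these enrichment scores still differed, and the normalized scores were compared in the main setting alone. With sex and litter removed and group kept, a setting chosen after seeing the values, the M1 scores were 0.775 for ASO-NSC against ASO-Veh, 0.771 for ASO-NSC against WT-Veh, 0.481 for ASO-Veh against WT-Veh and 0.204 for ASO-NSC against WT-NSC mice and M2 was -0.778 for ASO-NSC against ASO-Veh mice, all within the SD of the score here when each mouse was left out in turn, while M2 at -0.779 for ASO-NSC against WT-Veh (SD 0.028, against 0.061 for the M2 score of ASO-NSC against ASO-Veh mice and 0.236 for the M1 score of ASO-Veh against WT-Veh mice) and -0.404 for ASO-Veh against WT-Veh mice still differed, and M2 between ASO-NSC and WT-NSC mice, at 0.29 not different from the paper, moved to -0.291 and then differed.

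Of 24 M1 and M2 genes that the paper names, 21 had a module membership (kME, the correlation with the eigengene) that differed from the paper's by more than that SD or in sign (for Nqo1 the SD was 0.045 and for C4b 0.021), and no alternative for them was set before the data were examined. Among the 24, Il10ra, Il2ra, Foxo1, Gfap, Cxcr4 and Stx1a are not listed as hub genes in the paper's Table 1. Given as the paper's value and the value here, the 21 were Herc6 0.98 and 0.785, Eif2ak2 0.966 and 0.827, Nat9 0.965 and 0.183, Mtg2 0.958 and 0.097, Mcmbp 0.937 and 0.506, Il10ra 0.905 and 0.733, Zfand6 0.899 and 0.442, Nqo1 0.864 and 0.802, Il2ra 0.862 and -0.008, Foxo1 0.727 and -0.256, Gfap 0.668 and 0.903, Krtap13-1 0.948 and 0.606, Srsx 0.94 and 0.67, Ly6k 0.936 and 0.464, Ltbp4 0.925 and 0.359, Cpvl 0.912 and 0.61, Spinkl 0.906 and 0.329, Tes 0.896 and 0.015, Lrrc17 0.877 and 0.8, Muc6 0.874 and 0.813 and Stx1a 0.78 and 0.092. H2-K1, C4b (0.901 in the paper and 0.889 here) and Cxcr4 stayed within the SD. Over all measured members, the median kME was 0.145 for M1 and 0.402 for M2, where the paper's medians are 0.728 and 0.71, and with sex and litter removed and group kept, chosen after seeing the values, it was 0.85 and 0.833.

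The directions of the smaller modules are not compared on the same measure. The paper built its modules on samples adjusted for sex and litter. The medians here have no litter term and, for modules other than M1 and M2, cover only the held members. Removal of sex and litter was not run for those modules. The paper describes M3 as lower with NSCs in both genotypes, and the measured members had positive medians here (0.11 in ASO and 0.082 in WT mice). It describes M4 as raised again by NSCs in ASO mice, and the median was -0.14, while its median between ASO-Veh and WT-Veh mice was negative here too (-0.034). It describes M10 as brought down by NSCs in ASO mice, and the median was 0.031, while its median between ASO-Veh and WT-Veh mice was positive here too (0.12). It describes M17 as lower with NSCs in both genotypes, and the median was -0.037 in ASO and 0.18 in WT mice. M18 is described in the text as regulated alike in both genotypes, while the paper's supplementary GSEA table gives it as higher with NSCs in ASO and lower in WT mice, and its held members had medians of 0.20 in ASO and -0.15 in WT mice. For innate genes the paper describes a separation of WT-Veh from ASO-Veh mice and a grouping of NSC mice of both genotypes. Here, over NSC and vehicle mice together and so not the same comparison, the nearest array shared the genotype for 3 of 19 arrays and the treatment for 16, on a different list of genes. The paper gives M15 as lower with NSCs in ASO mice, and its measured members had positive medians in both genotypes here. M1, M2, M11, M13 and M16 had the paper's direction in ASO mice.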

Other observations

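The tests of splits of the gene counts, the correlation of the NSC effects and the nearest-array test were chosen only after the result was seen.

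Immediate early genes, which neurons switch on with activity, had negative medians in ASO against WT mice. Of 12 such genes, none passed limma over all genes and 1 was lower in ASO-Veh mice when adjusted over the list alone. Npas4 was at -0.65 log2 units between ASO-Veh and WT-Veh mice (adjusted p = 0.64), Nr4a1 at -0.47, Egr1 at -0.34 and Arc at -0.32. The list median was -0.24 there (camera, adjusted p = 0.000115, and adjusted p = 0.5 with an estimated correlation), with 2 of 5 ASO-Veh mice below every WT-Veh mouse, and -0.30 between ASO-NSC and WT-NSC mice (adjusted p = 1.43e-08, and adjusted p = 0.29 with an estimated correlation), with 3 of 4 below. With NSCs it differed by -0.10 in ASO (adjusted p = 0.402) and -0.013 in WT mice (adjusted p = 0.839). Of 20 markers of meningeal and perivascular fibroblasts, such as Fmod (0.51) and Dcn (0.27), all 20 were positive between ASO-Veh and WT-Veh mice, with a median of 0.18 (adjusted p = 6.9e-08, and adjusted p = 0.422 with an estimated correlation) and 3 of 5 mice above, and the median was 0.16 between ASO-NSC and WT-NSC mice (adjusted p = 0.000859, and adjusted p = 0.579 with an estimated correlation). With NSCs the medians were -0.023 (adjusted p = 0.948) and 0.096 (adjusted p = 0.154), and with litter as a fixed block -0.28 (adjusted p = 4.78e-05) and -0.088 (adjusted p = 0.422). Of 10 markers of pericytes and smooth muscle, such as Rgs5 (0.083), the median was 0.092 between ASO-Veh and WT-Veh mice (adjusted p = 0.00792, and adjusted p = 0.5 with an estimated correlation, 3 of 5 above), and -0.049 (adjusted p = 0.763) and -0.003 (adjusted p = 0.795) with NSCs in ASO and WT mice. Of 12 endothelial markers, such as Cldn5 (0.065 and 0.20), the medians with NSCs were 0.054 (adjusted p = 0.181) and 0.081 (adjusted p = 0.0424, and adjusted p = 0.579 with an estimated correlation, 0 of 5 above), the latter 0.046 with litter as a fixed block (adjusted p = 0.298).

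Of 13 choroid plexus markers, the medians with NSCs were 0.30 in ASO (adjusted p = 0.0316, and adjusted p = 0.694 with an estimated correlation, 2 of 4 mice above) and 0.10 in WT mice (adjusted p = 0.215). Ttr, the transthyretin that choroid plexus makes in large amounts, differed by 1.09 and 1.89 and did not pass, and by -3.37 and -2.72 with litter as a fixed block, a setting under which the list median in ASO mice was -0.19. Families of receptor and keratin genes had negative medians with NSCs. Group means were 3.83 to 3.92 log2 units for olfactory and 3.64 to 3.74 for vomeronasal and taste receptors. The Y-linked gene Uty was at 3.34 to 3.97 in arrays with the female pattern. These receptors thus lay near the level of absent genes, where a shift of background cannot be told apart from a change of the genes. Of 1105 olfactory receptors, 1 fell in WT mice, Olfr318, and 0 in ASO mice, with medians of -0.069 (adjusted p = 1.25e-06, and adjusted p = 0.29 with an estimated correlation, 3 of 4 mice below every control) and -0.055 (adjusted p = 0.000474, and adjusted p = 0.465 with an estimated correlation, 2 of 5 below). For 323 vomeronasal and taste receptors the medians were -0.070 (adjusted p = 1.92e-05, and adjusted p = 0.396 with an estimated correlation, 1 of 4 below) and -0.041 (adjusted p = 0.0451, and adjusted p = 0.634 with an estimated correlation, 2 of 5 below). Of 104 keratins and keratin-associated proteins, 2 fell in WT mice, Krt25 and Krt40 (-0.32), 4 when adjusted over the list alone, with medians of -0.064 (adjusted p = 0.00013, and adjusted p = 0.459 with an estimated correlation, 1 of 4 below) and -0.11 (adjusted p = 3.06e-07, and adjusted p = 0.29 with an estimated correlation, 2 of 5 below). With litter as a fixed block the keratin medians were -0.004 in ASO and 0.008 in WT mice. M2 held 122 of 873 more variable olfactory receptors, where 68.0 are expected (Fisher's exact test, adjusted p = 1.42e-09), and 42 of 258 vomeronasal and taste receptors, where 20.1 are expected (adjusted p = 4.51e-05). M1 held 32 olfactory receptors, where 76.2 are expected (adjusted p = 1.72e-08). Of 26 genes of T lymphocytes, such as Ccl5 (1.04 and 1.41), the medians were 0.023 (adjusted p = 0.553) and 0.023 (adjusted p = 0.273), with 1 higher in WT mice when adjusted over the list alone and a WT median of 0.21 with litter as a fixed block (adjusted p = 0.012). Of 10 genes of B cells and plasma cells they were -0.014 (adjusted p = 0.786) and 0.032 (adjusted p = 0.51, the WT mean being -0.015). Of 11 neurotrophic factors and receptors, such as Ntrk2 (0.016 and 0.070), they were -0.002 (adjusted p = 0.855) and -0.080 (adjusted p = 0.392).

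Other splits of the same arrays were set beside the gene counts. The splits ignore litter, which follows the treatment, so they speak to chance alone. For the 2 genes changed between ASO-NSC and ASO-Veh mice, 1 of 100 splits was as large, the real one. The highest other split called 1 gene, a margin too small for chance to be taken as excluded. For the 96 between WT-NSC and WT-Veh mice, only the real split of 100 was as large, and the highest other called 29. Single mice are exchanged in these splits although they are nested in litters, and the count ran from 4 to 277 without 1 mouse. Chance is thus unlikely for splits of single mice, but is not excluded. With litter as a fixed block 0 and 2 genes were called. Without each of 11 of the 19 mice, the count in ASO mice was 0. Chance also cannot be excluded for the 1 gene between ASO-NSC and WT-NSC mice (5 of 100, highest other 1). For the 0 genes between ASO-Veh and WT-Veh mice (100 of 100, highest other 1) and the 0 genes of the difference of the NSC effect (100 of 100, highest other 2), every split is as large by construction, so the count tests nothing. For the 3 genes between ASO-NSC and WT-Veh mice, 4 of 100 splits were as large, but a split of WT-Veh mice 61, 62 and 66 with ASO-NSC mouse 73 against the others called 336, which points to a structure of the samples whose source was not tested, so chance is not taken as excluded. For GSEA scores, chance cannot be excluded in any comparison. For M1 the numbers of splits as large were 16 for ASO-NSC against ASO-Veh (0.484, highest other 0.576), 11 for WT-NSC against WT-Veh (0.547, highest other 0.618), 90 for ASO-Veh against WT-Veh (-0.186, highest other 0.514), 73 for ASO-NSC against WT-NSC (-0.342, highest other 0.579) and 5 for ASO-NSC against WT-Veh (0.436, highest other 0.499). For M2 in the same order they were 21 (-0.517, highest other 0.64), 46 (-0.425, highest other 0.561), 34 (0.436, highest other 0.629), 78 (0.29, highest other 0.582) and 33 (-0.326, highest other 0.442), with the highest others given without sign.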
